# Enteric glial cells favor accumulation of anti-inflammatory macrophages during the resolution of muscularis inflammation

**DOI:** 10.1038/s41385-022-00563-2

**Published:** 2022-09-07

**Authors:** Michelle Stakenborg, Saeed Abdurahiman, Veronica De Simone, Gera Goverse, Nathalie Stakenborg, Lies van Baarle, Qin Wu, Dimitri Pirottin, Jung-Seok Kim, Louise Chappell-Maor, Isabel Pintelon, Sofie Thys, Emilie Pollenus, Louis Boon, Philippe Van den Steen, Marlene Hao, Jo A. Van Ginderachter, Guy E. Boeckxstaens, Jean-Pierre Timmermans, Steffen Jung, Thomas Marichal, Sales Ibiza, Gianluca Matteoli

## Abstract

Monocyte-derived macrophages (Mφs) are crucial regulators during muscularis inflammation. However, it is unclear which micro-environmental factors are responsible for monocyte recruitment and anti-inflammatory Mφ differentiation in this paradigm. Here, we investigate Mφ heterogeneity at different stages of muscularis inflammation and determine how environmental cues can attract and activate tissue-protective Mφs. Results showed that muscularis inflammation induced marked alterations in mononuclear phagocyte populations associated with a rapid infiltration of Ly6c^+^ monocytes that locally acquired unique transcriptional states. Trajectory inference analysis revealed two main pro-resolving Mφ subpopulations during the resolution of muscularis inflammation, i.e. Cd206^+^ MhcII^hi^ and Timp2^+^ MhcII^lo^ Mφs. Interestingly, we found that damage to the micro-environment upon muscularis inflammation resulted in EGC activation, which in turn stimulated monocyte infiltration and the consequent differentiation in anti-inflammatory CD206^+^ Mφs via CCL2 and CSF1, respectively. In addition, CSF1-CSF1R signaling was shown to be essential for the differentiation of monocytes into CD206^+^ Mφs and EGC proliferation during muscularis inflammation. Our study provides a comprehensive insight into pro-resolving Mφ differentiation and their regulators during muscularis inflammation. We deepened our understanding in the interaction between EGCs and Mφs, thereby highlighting pro-resolving Mφ differentiation as a potential novel therapeutic strategy for the treatment of intestinal inflammation.

## Introduction

In recent years, significant advances have been made in our understanding of the phenotype of intestinal macrophage (Mφ) archeotypes, which perform a variety of niche-defined functions from preserving immune homeostasis to regulating motility and secretion via crosstalk with the enteric nervous system (ENS)^1–3^. Consequently, specific intestinal niches are populated by different Mφ subsets with a unique transcriptome to meet the diverse functional demands of the tissue micro-environment. For instance, lamina propria Mφs reside in close proximity to the epithelium and at the crypt base, where they are involved in the maintenance of gut homeostasis by contributing to epithelial barrier integrity and by phagocytosing luminal antigens^2–5^. In the deeper layers of the gut wall at the level of the muscularis externa, Mφs exert neurotrophic functions promoting enteric neuronal survival and supporting neuronal function^1,6,7^. However, during muscularis inflammation, activation of resident Mφs results in impairment of neuromuscular contractility due to the release of nitric oxide, prostaglandins and cytokines, simultaneously triggering the influx of inflammatory cells^8–10^. Although we have shown in a previous study that the influx of monocytes is essential for the resolution of muscularis inflammation due to their differentiation into pro-resolving monocyte-derived Mφs^11^, it remains to be determined which cell types are responsible for monocyte recruitment and which factors promote their differentiation towards anti-inflammatory Mφs during muscularis inflammation. The extensive crosstalk between muscularis Mφs and the ENS at homeostasis suggests a potential involvement also during inflammation^6^. The ENS is organized in a network of ganglia containing neurons and enteric glial cells (EGCs). Historically, EGCs were mainly considered as supporting cells of enteric neurons. However, recent evidence suggests that EGCs have a much broader function in gastro-intestinal (GI) physiology, contributing to motility and preserving epithelial barrier integrity by the interaction with innate lymphoid cells (ILCs), interstitial cells of Cajal, endothelial and epithelial cells^12–17^. Even more intriguing is the putative role of EGCs in immune regulation. In this regard, the interaction between astrocytes and microglia has been extensively studied in the brain during development, homeostasis and disease^18^. Yet, limited studies have investigated the interaction between Mφs and EGCs in the intestine^19^.

Here, we investigate Mφ heterogeneity and their role in tissue repair during muscularis inflammation. Using time-series single-cell transcriptomics, we observed that muscularis inflammation induced a prominent myeloid cell diversification, resulting in 7 myeloid subpopulations. Trajectory inference analysis indicated that incoming Ly6c^hi^ monocytes acquired diverse gene expression signatures in the injured muscularis, notably resulting in two main pro-resolving Mφ subpopulations characterized by Cd206^+^ MhcII^hi^ and Timp2^+^ MhcII^lo^ gene signatures. In addition, EGCs were identified as the main producers of the monocyte chemoattractant, CCL2, during the early phase of inflammation. Furthermore, these cells produced a variety of secreted factors that can potentially stimulate the differentiation of monocytes into pro-resolving Mφs. Specifically, we found that EGC-derived CSF1 is a critical signal for the generation of anti-inflammatory CD206^+^ Mφs in vitro and that blocking CSF1R in vivo diminishes CD206^+^ Mφ differentiation leading to damage to the EGCs. Overall, our findings imply that during intestinal inflammation, future therapies should be aimed at enhancing the pro-resolving and neurotrophic properties of Mφs to reduce possible damage to the ENS and promote functional GI recovery.

## Results

### Time-dependent recruitment of myeloid cells in the inflamed muscularis

Surgery-induced damage to the muscularis leads to a transient impairment of GI motility associated with extensive recruitment of immune cells to the ENS. To characterize the immune cell infiltrate and their respective activation states during muscularis inflammation, droplet-based single cell RNA sequencing (scRNA-seq) was performed on sorted CD45^+^ immune cells from the muscularis of naïve mice, and during the acute inflammatory (24 h) and the recovery phase of muscularis inflammation (72 h) (10X Genomics Platform; Fig. 1a). 

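The authors processed the 3 libraries, 1 per time point, with Cell Ranger 3.0.2 against the GRCm38/mm10 mouse genome and kept cells with at least 200 detected genes and at most 10% mitochondrial UMIs. The values analysed here are their UMI counts per gene and cell without normalization. The naïve library held 652 cells and 1865221 UMIs, with a median of 2134.5 UMIs per cell. The 24 h library held 2211 cells and 10542346 UMIs (median 4669 per cell), and the 72 h library 1239 cells and 5246731 UMIs (median 3295 per cell). The lowest total was 500 UMIs in a cell. Each library was pooled from 3 to 4 mice, so there are no replicates, and time point and library cannot be told apart. For this reason no test between time points was run. Expression is given as CPM, the UMIs of a gene summed over the cells of a group and scaled to the sum of all UMIs of the group, with an exact Poisson interval. Shares of cells carry an exact Clopper-Pearson interval, and ratios of 2 CPM values an exact conditional Poisson interval. These intervals have a confidence level of 95% and cover counting error only, not the difference between mice. The Poisson intervals also leave out differences between the cells of a group, so they are too narrow where few cells hold many UMIs. Because free RNA in the droplets adds UMIs of a gene to cells that do not express it, low CPM values are not read as expression. The counts were log-normalized and clustered in Seurat 5.3.0 from 2000 variable genes and 30 principal components, with a graph of 20 neighbours and Louvain clustering at resolution 0.8. The 107 genes reported here were left out of the variable genes, so that they did not shape the clusters in which they are compared.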

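The 4102 cells fell into 17 clusters. Clusters were named from marker genes fixed in advance, at least 3 of which had to be detected in 10% of a cluster's cells and be 2-fold above the other cells. 8 clusters were named monocyte/Mφ-like, 2 neutrophil-like, 2 DC-like, 2 T cell-like and 2 B cell-like. Cluster 7, with 265 cells and a median of 893 UMIs, stayed unnamed. Its leading genes were *Ptgs2*, *Gm12840*, *Mmp9* and *Siglecf*, and only 2 of the 5 eosinophil markers were among the genes measured. ILCs did not form a cluster apart from T cells.
Summed over the 3 libraries, *Ccr2* was at 714 CPM and *Ly6c2* at 548 CPM in monocyte/Mφ-like cells, against 116 CPM and 24.1 CPM in B cell-like cells. *Chil3* reached 921 CPM, *Lyz2* 12984 CPM, *Csf1r* 430.3 CPM and *Mrc1* 191 CPM in monocyte/Mφ-like cells, against 19.4, 555, 26.8 and 8.30 CPM in T cell-like cells. *Cd68* was at 601 CPM, *Trem2* at 320.2 CPM, *Arg1* at 782 CPM, *Itgam* at 265 CPM and *Cx3cr1* at 67.2 CPM in monocyte/Mφ-like cells, while *Cd63* was higher in neutrophil-like cells (1323 CPM) than in these (401 CPM). DC-like cells had 641 CPM of *Cd209a*, 536 CPM of *Ccl17* and 101 CPM of *Itgax*. In neutrophil-like cells *S100a8* was at 42731 CPM, *S100a9* at 33097 CPM, *Cxcr2* at 579 CPM, *Mmp9* at 1133 CPM, *Hcar2* at 862 CPM and *Msrb1* at 5626 CPM. Cluster 7 had 349 CPM of *Siglecf*, 623 CPM of *Cxcr4* and 1816 CPM of *Pim1*, against 81.1, 429 and 1435 CPM in neutrophil-like cells. *Siglecf* is also a naming gene. T cell-like cells had 941 CPM of *Cd3e*, 1969.7 CPM of *Cd7*, 613 CPM of *Trdc*, 522 CPM of *Thy1*, 229.7 CPM of *Il7r* and 129 CPM of *Rora*. B cell-like cells had 1548 CPM of *Cd79a*, 942 CPM of *Cd79b*, 694 CPM of *Ms4a1* (Cd20), 159 CPM of *Mef2b* and 39.0 CPM of *Eaf2*.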

Unsupervised clustering of 4102 cells and reference-based cell identification using Immgen (Fig. 1b, c and Supplementary Fig. 1a, b) revealed 12 independent immune cell populations including monocytes (*Ccr2, Ly6c2, Chil3*), 3 clusters of Mφs (1: *Cd63, Cd68, Trem2*; 2: *Itgam, Arg1, Lyz2*; 3: *Cx3cr1, Csf1r, Mrc1*), dendritic cells (DCs; *Itgax, Cd209a, Ccl17*), 2 clusters of neutrophils (1: *Cxcr2, Mmp9, S100a9*; 2:, *S100a8, Hcar2, Msrb1*), eosinophils (*Siglec-f, Cxcr4, Pim1*), ILCs (*Thy1, Rora, Il7r*), T cells (*Cd3e, Cd7, Trdc*) and 2 clusters of B cells (1: *Cd79a, Cd20, CD79b*; 2: *Eaf2, Mef2b, CD19*)^20^.

**Fig. 1:**
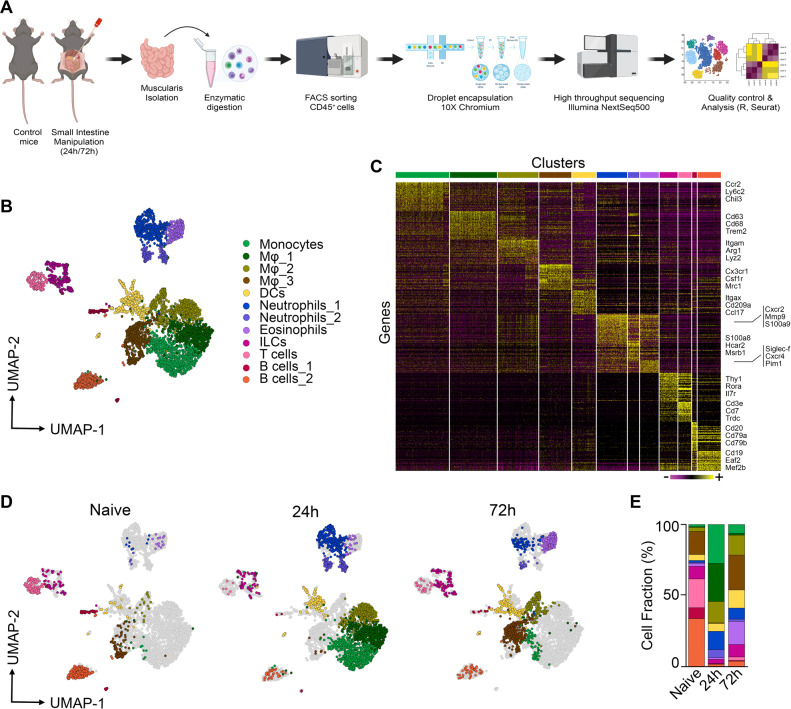
Identification of CD45^+^ immune cell populations by unsupervised scRNA-seq clustering in the healthy and inflamed muscularis. **a** Experimental pipeline of scRNA-seq experiment. **b** UMAP of sorted CD45^+^ immune cells from the healthy muscularis, 24 h and 72 h post-injury from WT mice. Each sample was pooled from 3–4 mice. **c** Heatmap of the 50 most differentially expressed genes in each cluster. **d** UMAPs of time-dependent infiltration of immune cells upon muscularis inflammation. Data of Fig. 1**b** has been split based on different time points. **e** Cell fraction of each cluster relative to the total number of CD45^+^ immune cells at different time points after muscularis inflammation.

To examine the role of different immune cell populations, we determined their gene expression signatures at different time points during muscularis inflammation. 

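In the naïve library, B cell-like cells made up 42.6% (278 of 652 cells, 95% interval 38.8 to 46.5%) and T cell-like cells, from which ILCs were not separated, 28.8% (188 of 652 cells, 95% interval 25.4 to 32.5%). Monocyte/Mφ-like cells made up 21.9% (143 of 652 cells, 95% interval 18.8 to 25.3%). Of these 143 cells, 62 were in a cluster led by complement genes and *Cx3cr1*, and 44 in a cluster led by *Apoe*, *Ms4a7*, *Ccl8* and *C1qa*. DC-like cells made up 2.45% (16 of 652 cells, 95% interval 1.41 to 3.95%) and neutrophil-like cells 1.84% (12 of 652 cells, 95% interval 0.955 to 3.19%).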

At homeostasis, the muscularis mainly consisted of a population of Cx3cr1^+^ Mφs (Mφ_3) together with T cells, B cells and ILCs (Fig. 1d, e). Consistent with previous observations^11,21^, a shift in the leukocyte populations was observed in the acute phase (24 h) after the induction of muscularis inflammation with a massive infiltration of monocytes in addition to Mφs (Mφ_1 and Mφ_2) and neutrophils (Neu_1 and Neu_2), pointing towards a pro-inflammatory micro-environment (Fig. 1d, e). 

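Monocyte/Mφ-like cells made up 70.2% (1553 of 2211 cells, 95% interval 68.3 to 72.1%) of the 24 h library and neutrophil-like cells 17.9% (396 of 2211 cells, 95% interval 16.3 to 19.6%). B cell-like cells made up 1.90% (42 of 2211 cells, 95% interval 1.37 to 2.56%) and T cell-like cells 3.21% (71 of 2211 cells, 95% interval 2.52 to 4.03%). These shares are relative and fall where other cells enter, even without a loss of cells. At resolution 1.2, 28 of the 71 T cell-like cells formed an NK cell-like cluster led by *Ncr1*, *Klrb1c* and *Gzmc*. The T cell-like share was then 1.94% at 24 h and 7.83% at 72 h. The neutrophil share moved most under a cell filter of at least 500 genes and at most 5% mitochondrial UMIs, which left it at 8.83% (164 of 1857 cells). The filter removed 244 of the 396 cells, and 12 of the 164 came from cluster 7, which was named neutrophil-like under it. The median in the larger of the neutrophil-like clusters was 926 UMIs per cell. Neutrophil-like cells formed 1 cluster of 449 cells led by *Retnlg* and *S100a9* and 1 of 64 cells led by *Acod1*, *Il1f9* and *Hcar2*, with 349 and 47 cells from the 24 h library. From this shift in leukocytes, the paper proposes a pro-inflammatory micro-environment at this time.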

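Of the 1239 cells of the 72 h library, monocyte/Mφ-like cells were 49.9% (618 of 1239 cells, 95% interval 47.1 to 52.7%). The largest of their clusters at this time, with 232 cells, was led by *Apoe*, *Ms4a7*, *Ccl8* and *C1qa*. The cluster led by *Cx3cr1* held 16 cells, and a cluster led by *Saa3*, *Retnla*, *Fn1* and *Ltc4s* held 167. Cluster 7, with the highest *Siglecf* expression, made up 16.8% (208 of 1239 cells, 95% interval 14.7 to 19.0%). It stayed unnamed because its leading genes included markers of both eosinophils and neutrophils. Under the stricter cell filter the cluster led by the same genes was named neutrophil-like, which raised the neutrophil-like share at 72 h to 21.5%. DC-like cells made up 7.10% (88 of 1239 cells, 95% interval 5.74 to 8.68%). Their share ranged from 1.05% with the reported genes kept among the variable genes to 13.7% at resolution 0.5. The low end came from the naming rule, which left a cluster led by *Cd209a* with 123 cells of this library unnamed. Neutrophil-like cells made up 8.47% (105 of 1239 cells, 95% interval 6.98 to 10.2%), B cell-like cells 6.86% (85 of 1239 cells, 95% interval 5.52 to 8.41%) and T cell-like cells 10.9% (135 of 1239 cells, 95% interval 9.21 to 12.8%). The B cell-like share ranged from 3.95 to 9.54% over the alternatives, and 43 of the 85 cells were in a cluster led by the genes *Pclaf*, *Stmn1* and *Top2a* of dividing cells.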

During the resolution of muscularis inflammation (72 h), the muscularis was mainly populated by Cx3cr1^+^ Mφs (Mφ_3), DCs and eosinophils, indicating a return to homeostasis. Altogether, these results show that during muscularis inflammation a shift in the immune landscape favors the resolution of inflammation and a rapid return to homeostasis.

### Identification of two distinct myeloid subpopulations during the resolution of muscularis inflammation

Monocyte-derived Mφs are essential for the recovery of GI motility during the resolution of muscularis inflammation^11,21^. However, their heterogeneity and differentiation trajectory towards tissue-protective Mφs have not yet been characterized during muscularis inflammation. To this end, subsets originally identified as monocyte/Mφ subpopulations in our scRNA-seq dataset (Fig. 1) were extracted and re-clustered to better define which types of myeloid cells might aid in the resolution of muscularis inflammation, thereby identifying 7 distinct subsets (Fig. 2a–d and Supplementary Fig. 2a). 

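The 2314 cells of the monocyte/Mφ-like clusters were clustered again with 20 principal components and otherwise in the same way, which gave 11 clusters. 5 clusters held at least 3 markers of a subset and were named after it: Fabp5+ (408 cells), Ly6c+ (286), Timp2+ (136), Cx3cr1+ (89) and Arg1+ (77). The Ly6c+ cluster was led by interferon-stimulated genes such as *Cxcl10*, *Ifit3*, *Ifit2* and *Rsad2* beside *Ly6c2*. The other clusters are referred to by number. Cluster 1 (354 cells), led by *Gm9733*, *Gsr*, *H2-DMb1* and *Plbd1*, matched no subset better than the Ccr2+ int subset but had 1 of its 5 markers at 2-fold. At resolution 1.2 a Ccr2+ int cluster was named, led by *Cd209a*, *Klrd1* and *Cd7* and separate from the cells of cluster 1: 163 of its 170 cells were DC-like in the main setting. Cluster 3 (289 cells), led by *Fcrls*, *Igfbp4*, *Igf1* and *Gas6*, matched no subset better than the Cd206+ subset but had 1 of its 6 markers at 2-fold. By the naming score neither stands out. Cluster 10 had 1 of 5 Ccr2+ int markers at 2-fold as well, with a higher mean log2 fold (1.04 against 0.58 in cluster 1), and cluster 5 had 2 of 6 Cd206+ markers at 2-fold, with a lower mean log2 fold (0.43 against 0.65 in cluster 3). Clusters 1 and 3 were set beside Ccr2+ int and Cd206+ Mφs after the clusters were seen. 43 of the 50 cells of cluster 10 came from the 72 h and 260 of the 282 cells of cluster 5 from the 24 h library. Cluster 2 (292 cells) had a median of 2121.5 UMIs and no marker of a subset at 2-fold, cluster 5 (282 cells) was led by *Ltc4s*, *Klk8* and *Tppp3*, cluster 10 (50 cells) by *Retnla*, *Ear2* and *Cd209a*, and cluster 9 (51 cells) by the B cell genes *Cd79a*, *Ebf1* and *Igkc*. *Ly6c2*, *Ccr2*, *Arg1*, *Fabp5*, *Mrc1*, *Timp2* and *Cx3cr1* served to name the subsets and are no independent evidence for them. Most clusters came largely from 1 library, so a cluster can reflect its library as well as a type of cell.

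**Figure D1:**
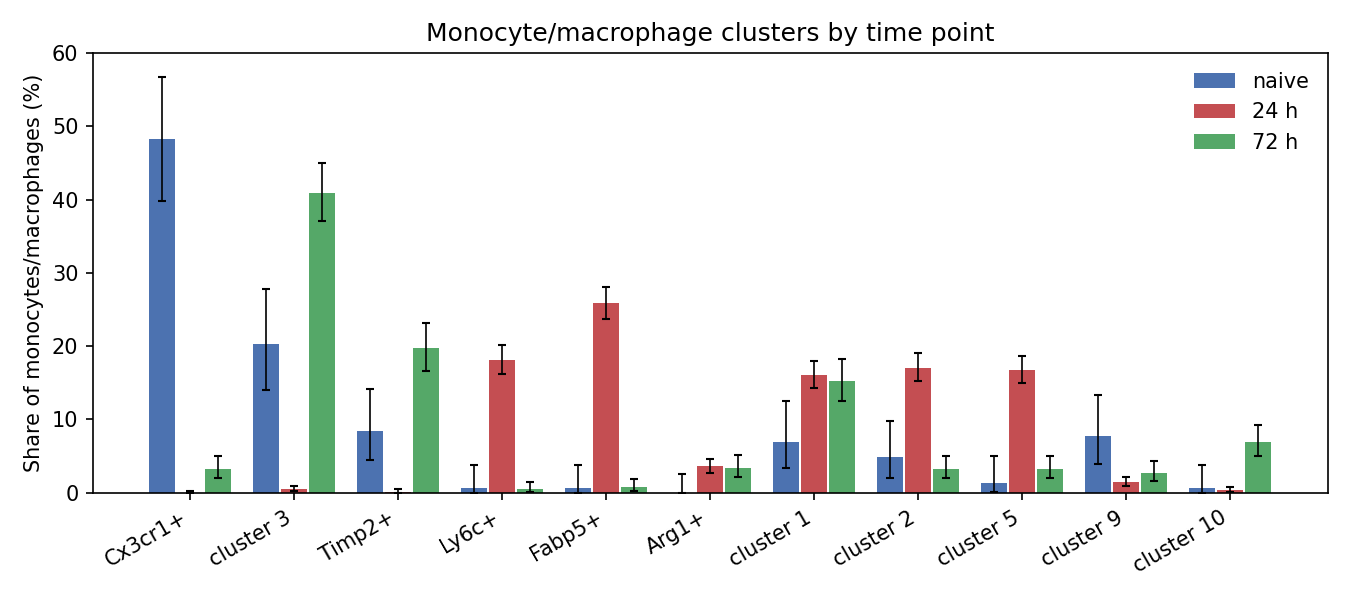
Share of each subset or numbered cluster among monocytes/Mφs (% of cells) in the naïve, 24 h and 72 h libraries, 1 library per time point. Bars start at 0 and error bars are exact 95% Clopper-Pearson intervals. Cx3cr1+ cells fill the largest share of the naïve library, Fabp5+ cells that of the 24 h library and cluster 3 that of the 72 h library.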

At homeostasis, the muscularis micro-environment mainly consisted of Cx3cr1^+^ Mφs with high expression of typical resident Mφ markers such as *Cd81*, *Cd72* and *H2-Eb1* (Fig. 2e). 

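Cx3cr1+ Mφ-like cells made up 48.3% (69 of 143 cells, 95% interval 39.8 to 56.8%) of the monocytes/Mφs of the naïve library, and cluster 3 20.3% (29 of 143 cells, 95% interval 14.02 to 27.8%). The Cx3cr1+ share moved most at clustering resolution 0.5, to 34.3% (49 of 143 cells). Cluster 3 held the same share there, so Cx3cr1+ cells were not the largest group of the naïve library under that setting. In the naïve library, Cx3cr1+ Mφ-like cells had *Cd81* at 2087 CPM (95% interval 1894 to 2293), *Cd72* at 386 CPM (95% interval 306 to 481) and *H2-Eb1* at 18862 CPM (95% interval 18275 to 19463). In cluster 3 of the same library these genes were at 267, 79.1 and 4408 CPM. In Ly6c+ monocyte-like cells of the 24 h library they were at 19.8, 25.9 and 839 CPM.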

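At 24 h, Fabp5+ Mo/Mφ-like cells made up 25.9% (402 of 1553 cells, 95% interval 23.7 to 28.1%) of monocytes/Mφs and Ly6c+ monocyte-like cells 18.2% (282 of 1553 cells, 95% interval 16.3 to 20.2%). The Fabp5+ share was above the Ly6c+ share under 7 of 9 alternative settings and below it at resolution 1.2 (12.9 against 20.5%) and with fewer principal components (25.0 against 26.7%). At resolution 1.2 a cluster that matched Fabp5+ best stayed unnamed, and counted with it the share was 24.7%. With fewer principal components, Ly6c+ cells lay in a cluster led by *Cxcl10* and *Ifit3* (369 cells) and another led by *Mgst1* and *Gsr* (46 cells). Fabp5+ cells numbered 389 there, more than the former cluster alone. In Ly6c+ monocyte-like cells of the 24 h library, *Plac8* was at 8057 CPM (95% interval 7932 to 8184), *Chil3* at 2627 CPM (95% interval 2556 to 2699.9) and *Hp* at 566 CPM (95% interval 534 to 601). Cluster 1 and Fabp5+ Mo/Mφ-like cells of that library had 3683 and 2076 CPM of *Plac8* and 1252 and 679 CPM of *Chil3*. *Hp* was at 734 CPM (95% interval 632 to 848) in Arg1+ Mo/Mφ-like cells. With fewer principal components it was among the leading genes of the Ly6c+ cluster led by *Mgst1* and *Gsr*.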

During acute muscularis inflammation, the most predominant subpopulation was the cluster of classical Ly6c^+^ monocytes, which was enriched for the expression of *Plac8*, *Hp* and *Chil3* (Fig. 2b–e). Additionally, a subpopulation with a gene expression signature suggestive of an intermediate monocyte-to-Mφ differentiation state was observed (Ccr2^+^ int Mφs), which was underscored by their moderate *MhcII* expression as compared to Ly6c^+^ monocytes and homeostatic Cx3cr1^+^ Mφs (Fig. 2b). 

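MHCII expression was taken as the summed CPM of 7 MHCII genes (*H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-Eb2*, *H2-DMa*, *H2-DMb1* and *H2-DMb2*). It was 13202 CPM in cluster 1 and 4257 CPM in Ly6c+ monocyte-like cells of the 24 h library, a ratio of 3.10 (95% interval 3.02 to 3.18). The ratio moved most when the reported genes were kept among the variable genes, to 5.07. Cx3cr1+ Mφ-like cells of the naïve library had 60933 CPM. At 72 h cluster 1 had 23908 CPM. *H2-DMb1* and *H2-DMa*, which are among the 7 genes, were also among the 10 leading genes of cluster 1.

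**Figure D2:**
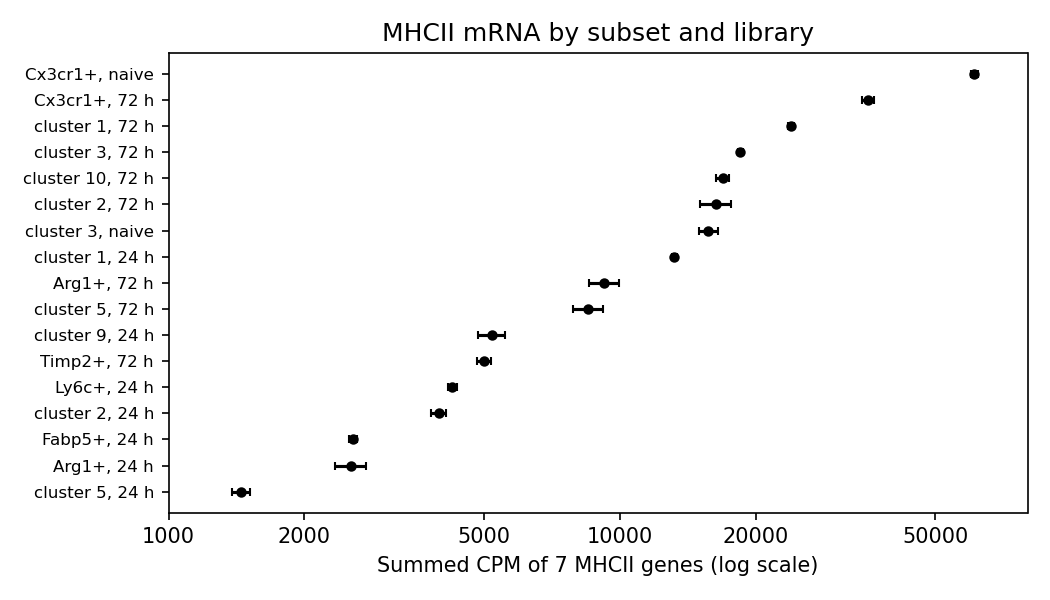
Summed CPM of 7 MHCII genes (x axis, log scale) in each subset or numbered cluster of a library with at least 20 cells. Points are single libraries and error bars exact 95% Poisson intervals, which cover counting error only. Cx3cr1+ cells of the naïve library lie highest and cluster 5 of the 24 h library lowest.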

Besides Ly6c^+^ monocytes and Ccr2^+^ int Mφs, we observed a subcluster of Arg1^+^ Mo/Mφs with high expression of *Ccl9* and *Srgn* alongside Fabp5^+^ Mo/Mφs with characteristic expression of *Lgals1*, *Ccl7* and *Flt1* (Fig. 2e). 

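Arg1+ Mo/Mφ-like cells made up 3.61% (56 of 1553 cells, 95% interval 2.74 to 4.66%) of the monocytes/Mφs of the 24 h library. In these cells *Ccl9* was at 4704 CPM (95% interval 4439.9 to 4979.6) and *Srgn* at 3434 CPM (95% interval 3209 to 3670.3). *Ccl9* was at 6447 CPM in cluster 5, 4246 CPM in Fabp5+ and 3234 CPM in Ly6c+ cells of the same library, and *Srgn* at 2160.5, 812 and 1491 CPM. In Fabp5+ Mo/Mφ-like cells *Lgals1* was at 4595 CPM (95% interval 4517 to 4673) and *Ccl7* at 1805 CPM (95% interval 1756 to 1854), against 2204 CPM and 861 CPM in Ly6c+ cells and 4182 CPM and 696 CPM in cluster 5. *Flt1* had 4 UMIs in the Fabp5+ cells, 1.37 CPM (95% interval 0.375 to 3.52), and 23 UMIs in the Ly6c+ cells (11.7 CPM).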

Of note, 72 h post-injury, during the resolution of muscularis inflammation, Ly6c^+^ monocytes and Ccr2^+^ int Mφs were present at a low percentage but two novel Mφ subclusters were identified: Cd206^+^ Mφs and Timp2^+^ Mφs (Fig. 2c, d and Supplementary Fig. 2b). 

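At 72 h, Ly6c+ monocyte-like cells made up 0.485% (3 of 618 cells, 95% interval 0.10 to 1.41%) of monocytes/Mφs and cluster 1 15.2% (94 of 618 cells, 95% interval 12.5 to 18.3%). Timp2+ Mφ-like cells made up 19.7% (122 of 618 cells, 95% interval 16.7 to 23.1%), against 8.39% (12 of 143 cells, 95% interval 4.41 to 14.2%) in the naïve library and 0.129% (2 of 1553 cells, 95% interval 0.0156 to 0.464%) at 24 h. Cluster 3 made up 0.451% (7 of 1553 cells, 95% interval 0.181 to 0.926%) at 24 h.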

The most abundant subcluster during the resolution of muscularis inflammation, Cd206^+^ Mφs, displayed high *MhcII* expression similar to homeostatic Cx3cr1^+^ Mφs, in addition to high expression of anti-inflammatory genes such as *Selenop*, *Mrc1*, *Igf1*, *Trem2* and *Stab1* (Fig. 2b and Supplementary Fig. 2b, c). In contrast, Timp2^+^ Mφs had lower *MhcII* expression compared to homeostatic Cx3cr1^+^ Mφs, but similarly expressed high levels of tissue reparative markers such as *Ltc4s* and *Adgre5* (Fig. 2b, e and Supplementary Fig. 2b, c). 

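Cluster 3, the largest at 72 h, made up 40.9% (253 of 618 cells, 95% interval 37.0 to 44.9%) of monocytes/Mφs. Where a marker counted at any fold above the other cells, a rule tried after the data were seen, it took the name Cd206+ together with clusters 2 and 5. Its MHCII expression at 72 h was 18470.0 CPM. In the same library the 20 Cx3cr1+ Mφ-like cells had 35528 CPM, a ratio of Cx3cr1+ over cluster 3 of 1.92 (95% interval 1.86 to 1.99). In the naïve library this ratio was 3.88 (95% interval 3.68 to 4.09). At 72 h, *Selenop* was at 3761 CPM (95% interval 3658 to 3867) in cluster 3, *Igf1* at 203 CPM (95% interval 179.5 to 229), *Trem2* at 628 CPM (95% interval 586 to 672) and *Stab1* at 288 CPM (95% interval 260.3 to 319). In Timp2+ Mφ-like cells of that library they were at 1361, 57.6, 335 and 117 CPM. Relative to Timp2+ cells, *Mrc1*, which is also a naming gene, was 2.54 (95% interval 2.08 to 3.14) in cluster 3.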

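At 72 h, MHCII expression in Timp2+ Mφ-like cells was 4995 CPM. Cx3cr1+ Mφ-like cells of that library had 7.11 (95% interval 6.78 to 7.46) times as much and cluster 3 3.70 (95% interval 3.56 to 3.84) times. *Ltc4s* was at 1979.5 CPM (95% interval 1868 to 2096) and *Adgre5* at 374 CPM (95% interval 327 to 427) in Timp2+ Mφ-like cells. Cluster 3 of the 72 h library had 225 CPM of *Ltc4s* and 77.9 CPM of *Adgre5*, and Cx3cr1+ Mφ-like cells of the naïve library 140.1 and 43.5 CPM. Cluster 5, with 260 of its 282 cells from the 24 h library, had 876 CPM of *Ltc4s* there.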

To further investigate differences in the transcriptional regulation of Cd206^+^ and Timp2^+^ Mφs, single-cell regulatory network inference and clustering (SCENIC) was employed to assess specific regulon activities in different myeloid subclusters (Fig. 2f and Supplementary Fig. 2f). 

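Regulon activity was not computed here, and the values are those of the mRNA of each transcription factor at 72 h. In cluster 3, which is set beside Cd206+ Mφs, *Irf8* was at 189 CPM, *Runx1* at 104 CPM and *Fosb* at 145 CPM. Relative to Timp2+ Mφ-like cells these were ratios of 2.87 (95% interval 2.04 to 4.13), 1.46 (1.03 to 2.12) and 2.00 (1.43 to 2.85). Cx3cr1+ Mφ-like cells had 206 CPM of *Irf8*, 89.7 CPM of *Runx1* and 108 CPM of *Fosb* in the same library, and 473, 188 and 159 CPM in the naïve library. *Cebpb* was at 1981 CPM (95% interval 1869 to 2098) in Timp2+ Mφ-like cells, 904 CPM in cluster 3 and 511 CPM in Cx3cr1+ Mφ-like cells. *Gata6* had 15 UMIs in Timp2+ Mφ-like cells, 25.4 CPM (95% interval 14.2 to 41.9), and 0 in cluster 3, and *Cebpb* was also at 1602 CPM in Ly6c+ and 3049 CPM in Arg1+ cells of the 24 h library.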

Cd206^+^ Mφs displayed high regulon activity of *FosB, Runx1* and *Irf8* similar to Cx3cr1^+^ Mφs, while Timp2^+^ Mφs had a distinctly altered transcription factor signature with high *Cebpb* and *Gata6* regulon activity.

**Fig. 2:**
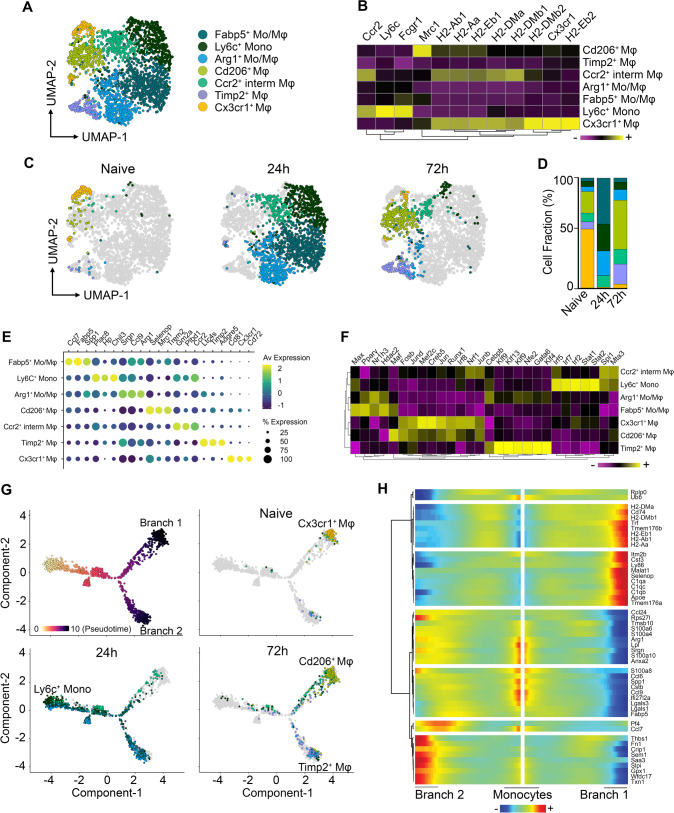
Two main anti-inflammatory Mφ subpopulations with a unique transcriptional state are present during the resolution of muscularis inflammation. **a** UMAP of reclustered monocyte/Mφ subpopulations from Fig. 1a from the healthy muscularis, 24 h and 72 h post-injury from WT mice. **b** Heatmap of typical monocyte and Mφ markers including MHCII genes. **c** UMAPs of time-dependent infiltration of monocyte and Mφ subsets upon muscularis inflammation. **d** Cell fraction of each subcluster relative to the total number of monocytes/Mφs at different time points after muscularis inflammation. **e** Dotplot showing expression of selected differentially expressed genes in each subcluster. **f** Heatmap of regulon activity per cluster according to SCENIC analysis. **g** Pseudotime analysis of monocytes/Mφs at different time points after muscularis inflammation. **h** Heatmap of gene expression showing the top 50 genes of different branches of the pseudotime trajectory tree.

To evaluate whether these subclusters can also be detected by flow cytometry, a comparative study was performed during muscularis inflammation. In the healthy muscularis, only 1 subset of MHCII^hi^ Mφs was observed similar to homeostatic Cx3cr1^+^ Mφs (Supplementary Fig. 2d, e). During acute muscularis inflammation, the muscularis micro-environment was mainly dominated by infiltrating Ly6C^hi^ monocytes, which differentiated into Ly6C^+^ MHCII^+^ immature Mφs. However, at single cell level, we observed 4 different Mφ subclusters, indicating that Mφ heterogeneity was higher than originally considered. Interestingly, 72 h post-injury, flow cytometric analysis also revealed only two main Mφ subclusters (MHCII^hi^ and MHCII^lo^ Mφs), similar to our observations at single cell level (Supplementary Fig. 2d, e).

Identifying relevant gene expression changes in myeloid subclusters during muscularis inflammation could shed light on the molecular mechanisms regulating Mφ differentiation. In order to define these possible temporal transcriptional alterations leading to differentiation into Cd206^+^ and Timp2^+^ Mφs, Monocle-2 was used to superimpose subclusters on a trajectory placing Ly6c^+^ monocytes at the beginning of the pseudotime (Fig. 2g, h)^22^. Using this approach, we identified a major trajectory bifurcation leading to a branch of cells with high expression of genes found in homeostatic Mφs such as *Cd74*, *Tmem176a/b*, complement genes (*C1qa, C1qb, C1qc*) and *MhcII* genes (*H2-Eb1, H2-Ab1, H2-Aa*; Branch 1), while the cells in the second branch expressed less complement and *MhcII* genes but had increased expression of *Fn1, Ltc4s* and *Saa3* (Branch 2) (Fig. 2h and Supplementary Fig. 2g, h). 

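Pseudotime was not computed here, and cluster 3 and Timp2+ Mφ-like cells of the 72 h library stand for the ends of the branches. The ratio of cluster 3 over Timp2+ Mφ-like cells was 3.53 (95% interval 3.39 to 3.67) for *Cd74*, 2.17 (1.81 to 2.61) for *Tmem176a* and 2.74 (2.35 to 3.21) for *Tmem176b*. For the complement genes it was 1.37 (1.30 to 1.44) for *C1qa*, 1.29 (1.23 to 1.35) for *C1qb* and 1.32 (1.24 to 1.40) for *C1qc*. For *H2-Eb1*, *H2-Ab1* and *H2-Aa* it was 4.19, 3.29 and 4.15. It was 0.101 (0.0921 to 0.111) for *Fn1*, 0.0337 (0.0293 to 0.0386) for *Saa3* and 0.114 (0.1 to 0.129) for *Ltc4s*, with *Fn1* at 4215 CPM and *Saa3* at 5089 CPM in Timp2+ Mφ-like cells.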

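Summed profiles were compared across 3830 genes with at least 50 CPM in a subset, by Spearman's correlation across genes, which are not independent replicates. Timp2+ Mφ-like cells and cluster 3, which is set beside Cd206+ Mφs, had a correlation of 0.826. It moved most under the stricter cell filter, to 0.796. Of the 20 nearest neighbours of each Timp2+ cell in principal component space, 5.88% were in cluster 3 and 10.9% in cluster 5, which held 12.5% and 12.2% of all monocytes/Mφs. Of the neighbours of the cells of cluster 3, 0.779% were Timp2+ cells. Among the 10 other groups, Timp2+ Mφ-like cells had their highest correlation with cluster 5 (0.861), whose cells came mostly from the 24 h library.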

Interestingly, the Cd206^+^ and Timp2^+^ Mφ subsets were at two opposite ends of the trajectory suggesting different differentiation paths during the resolution of muscularis inflammation (Fig. 2g). Of note, homeostatic Cx3cr1^+^ Mφs were located in close proximity to Cd206^+^ Mφs in the pseudotime, underscoring the similarity between both Mφ subsets. 

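Cx3cr1+ Mφ-like cells had a Spearman correlation of 0.833 with cluster 3 and of 0.667 with Timp2+ Mφ-like cells. Of the neighbours of Cx3cr1+ cells, 13.03% were in cluster 3, 0% were Timp2+ and 84.9% Cx3cr1+ cells themselves. Cluster 1 gave 1.91% although it held 15.3% of all monocytes/Mφs. Both cluster 3 and Cx3cr1+ cells were found in the naïve library.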

Arg1^+^ and Fabp5^+^ Mo/Mφs were mainly present in Branch 2, while Ccr2^+^ int Mφs were exclusively present in Branch 1, indicating that these subpopulations might act as intermediates before attaining their terminal differentiation state. These findings support the hypothesis that there are two major monocyte-to-Mφ differentiation trajectories in the inflamed muscularis giving rise to Cd206^+^ and Timp2^+^ Mφs during the resolution of inflammation.

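Arg1+ Mo/Mφ-like cells had a correlation of 0.774 with Timp2+ Mφ-like cells and of 0.745 with cluster 3, and Fabp5+ Mo/Mφ-like cells 0.779 and 0.832. The highest correlation of Arg1+ and of Fabp5+ cells was with cluster 5, at 0.869 and 0.9355. Cluster 1, which is set beside Ccr2+ int Mφs, had 0.862 with cluster 3 and 0.942 with Ly6c+ monocyte-like cells. Among the neighbours of cluster 1, 2.90% were in cluster 3 and 0.085% were Timp2+. Of the neighbours of Arg1+ cells, 0.39% were Timp2+, 1.04% in cluster 3 and 11.4% in cluster 5. Of those of Fabp5+ cells, 0.098% were Timp2+, 0.38% in cluster 3 and 2.89% in cluster 5. From the branches in which these subsets lie in its pseudotime, the paper proposes that they act as intermediates on the way to a terminal state.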

### Pro-resolving Mφs originate from CCR2^±^ monocytes during muscularis inflammation

In a previous study, we have shown that the influx of CCR2^+^ monocytes is essential for resolution of muscularis inflammation, as blocking monocyte infiltration resulted in a delayed recovery of GI motility and damage to the ENS^11^. Thus, to investigate whether CCR2^+^ monocytes are the source of pro-resolving Mφs during muscularis inflammation, scRNA-seq was performed on sorted CD45^+^ immune cells from the muscularis of WT and CCR2^−/−^ mice 24 h and 72 h post-injury (Fig. 3a–c and Supplementary Fig. 3a–d). After extraction and re-clustering of the monocyte and Mφ subsets (2,406 cells), the gene expression signatures from the myeloid subsets in Fig. 2 were crossmatched by singleR with this novel dataset to specifically annotate the subpopulations (Supplementary Fig. 3c), yielding only one additional cluster, i.e., Fn1^+^ Mo/Mφs. In CCR2^−/−^ mice, there was a large alteration in the myeloid compartment after muscularis inflammation. As expected upon acute muscularis inflammation in CCR2^−/−^ mice, there was an almost complete loss of Ly6c^+^ monocytes, and Arg1^+^ and Fabp5^+^ Mo/Mφs. In addition, we could only detect a small subpopulation of Cx3cr1^*+*^ Mφs representing the long-lived resident Mφs. During the resolution of muscularis inflammation, the Cd206^+^ and Timp2^+^ Mφ subsets were also completely absent in CCR2^−/−^ mice, confirming that these subpopulations are derived from CCR2^+^ monocytes and that they possibly represent the pro-resolving Mφs essential for recovery of GI motility after tissue damage.

**Fig. 3:**
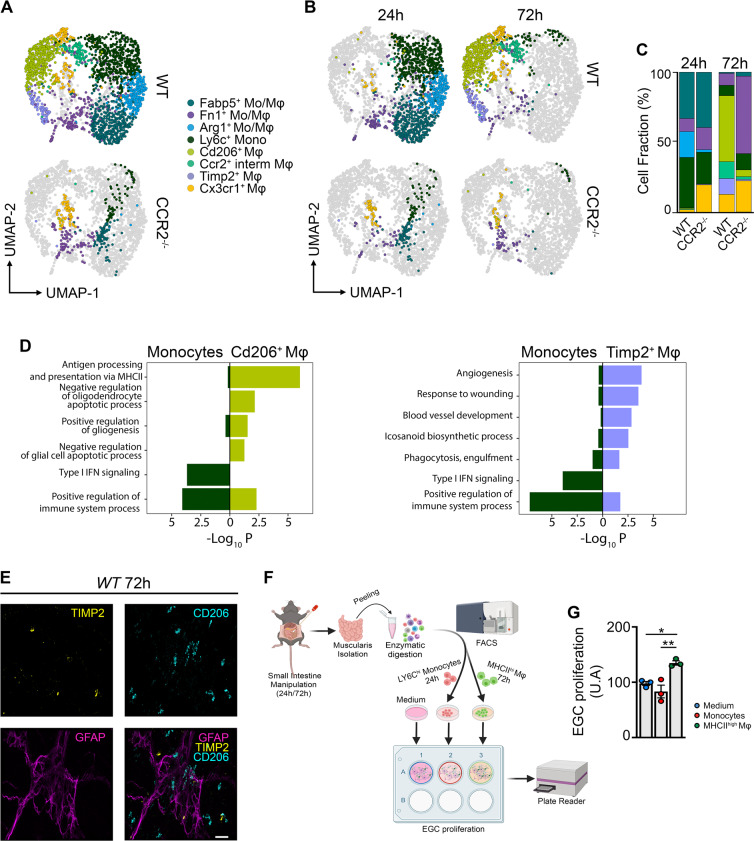
Two distinct Mφ subpopulations during the resolution of muscularis inflammation are derived from CCR2^+^ monocytes. **a** UMAP of monocyte and Mφ subclusters from the muscularis of WT and CCR2^−/−^ mice at 24 h and 72 h after induction of muscularis inflammation. Each sample was pooled from 3–4 mice. **b** UMAPs of myeloid cells at different time points post-injury. **c** Cell fraction of each subcluster relative to the total number of myeloid cells at different time points after muscularis inflammation. **d** GO analysis of monocytes versus Cd206^+^ Mφs (left) or Timp2^+^ Mφs (right) showing negative Log_10_(*p*-value). **e** Immunofluorescent images of muscularis whole-mount preparations 3 days after the induction of muscularis inflammation stained for GFAP (purple), TIMP2 (yellow) and CD206 (light blue). Scale bar 15 µm. **f** Experimental outline of in vitro EGC proliferation by stimulation with supernatant of monocytes or Mφs from different time points post-injury. **g** Fold induction of EGCs stimulated with the supernatant of LY6C^hi^ monocytes from 24 h post-injury or MHCII^hi^ Mφs from 72 h post-injury relative to control medium. Every data point is an independent sorting and culture experiment One-way ANOVA; test *p < 0.05; **p < 0.01; ns not significant.

To further investigate the phenotype of Cd206^+^ and Timp2^+^ Mφs during muscularis inflammation, gene ontology (GO) analysis was performed and revealed that both Mφ subsets seemed pro-resolving in nature (Fig. 3d). For instance, Timp2^+^ Mφs were implicated in pathways associated with tissue repair and regulation of the inflammatory response, such as angiogenesis, response to wounding, blood vessel development, icosanoid biosynthetic processes, and phagocytosis-engulfment. Conversely, Cd206^+^ Mφs were enriched for pathways associated with antigen processing and presentation via MHC class II, negative regulation of oligodendrocyte and glial cell apoptotic processes and positive regulation of gliogenesis. In contrast, monocytes were clearly enriched for pro-inflammatory pathways, such as type I interferon signaling and positive regulation of immune system processes. Interestingly, CD206^+^ Mφs were located in close proximity or even surrounded the ENS and outnumbered TIMP2^+^ Mφs, which were located further away from the ENS (Fig. 3e). To confirm that these Cd206^+^ MhcII^hi^ Mφs have a neuroprotective effect on the ENS, we nassessed their contribution to EGC proliferation in vitro (Fig. 3f). While Ly6c^+^ monocytes isolated 24 h post-injury did not alter the proliferation of EGCs, MHCII^hi^ Mφs from 72 h post-injury significantly induced EGC proliferation, underscoring their role in supporting EGC function (Fig. 3g). These results establish that CCR2^+^ monocytes differentiate into two distinct Mφ subpopulations with pro-resolving and/or neurotrophic functions.

### CX3CR1^GFP^-based mapping matches unique Mφ subsets observed in scRNA-seq during muscularis inflammation

To further define the phenotype of the Mφ subpopulations identified using scRNA-seq at the protein level, we induced muscularis inflammation in CX3CR1^gfp/+^ mice (Fig. 4a, b). Upon muscularis inflammation, the percentage of homeostatic CX3CR1^hi^ Mφs was drastically reduced with a concomitant increase of CX3CR1^lo^ MHCII^hi^ and CX3CR1^lo^ MHCII^lo^ Mφs. As CCR2 and CD206 have been described as essential markers for recruited and anti-inflammatory Mφs respectively, their protein levels were determined in these CX3CR1^hi/lo^ Mφ subpopulations (Fig. 4c–h and Supplementary Fig. 4a, b). In line with previous findings, CX3CR1^hi^ MHCII^hi^ Mφs were mainly CD206^+^ and CCR2^−^ at homeostasis (Fig. 4c–e). However, this subpopulation was gradually replaced by a combination of CX3CR1^lo^ MHCII^lo^ and CX3CR1^lo^ MHCII^hi^ Mφs, resembling Timp2^+^ and Cd206^+^ Mφs from our scRNA-seq dataset, respectively (Fig. 4c–h). Interestingly, CD206^+^ CX3CR1^lo^ MHCII^hi^ Mφs 10-fold outnumbered CX3CR1^lo^ MHCII^lo^ Mφs, further underscoring the importance of these anti-inflammatory CD206^+^ MHCII^hi^ Mφs (Supplementary Fig. 4a, b). Overall, our data validated at protein level the presence of two distinct Mφ subpopulations during the resolution of muscularis inflammation which are derived from CCR2^+^ monocytes and are anti-inflammatory in nature.

**Fig. 4:**
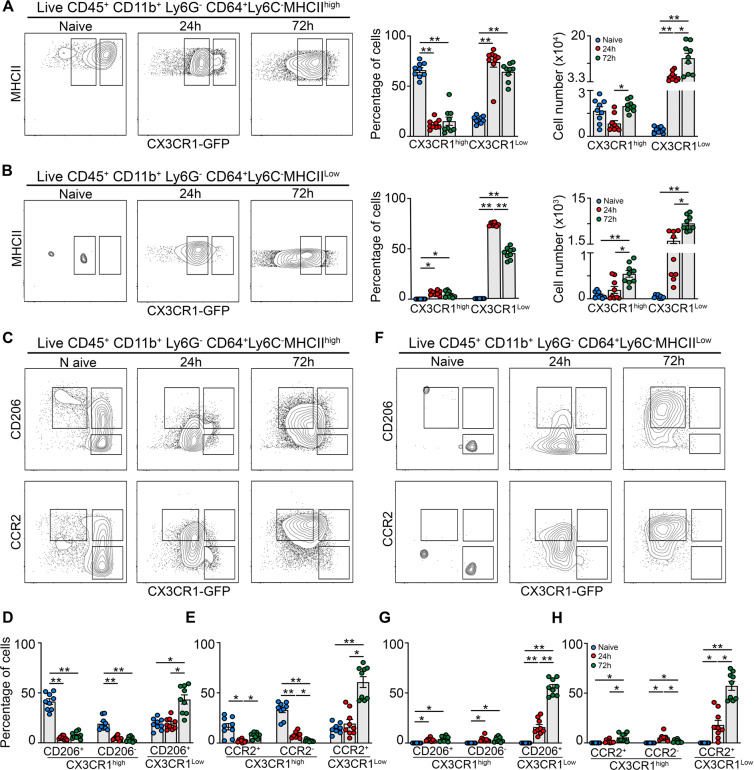
Flow cytometry validates unique Mφ subpopulations during muscularis inflammation. **a–h** from naïve CX3CR1^GFP/+^ mice, 24 h and 72 h after muscularis inflammation. **a** Contour plots representing CX3CR1 expression in Ly6C^−^ MHCII^hi^ Mφs (left). Percentages and absolute numbers of CX3CR1^hi^ and CX3CR1^lo^ cells from Ly6C^−^ MHCII^hi^ Mφs are shown as mean ± SEM (right). **b** Contour plots representing CX3CR1 expression in Ly6C^−^ MHCII^lo^ Mφs (left). Percentages and absolute numbers of CX3CR1^hi^ and CX3CR1^lo^ cells from Ly6C^−^ MHCII^lo^ Mφs are shown as mean ± SEM (right). **c**–**h** CD206 and CCR2 expression in Ly6C^−^ MHCII^hi^ and MHCII^lo^ Mφs. Contour plots representing CD206 or CCR2 expression in Ly6C^−^ MHCII^hi^ (**c**) and Ly6C^−^ MHCII^lo^ Mφs (**f**). Percentages of CD206^+^ CX3CR1^hi^, CD206^−^ CX3CR1^hi^ and CD206^+^ CX3CR1^lo^ cells in the LY6C^−^ MHCII^hi^ Mφs (**d**) and MHCII^lo^ Mφs (**g**). Percentages of CCR2^+^ CX3CR1^hi^, CCR2^−^ CX3CR1^hi^ and CCR2^+^ CX3CR1^lo^ cells in the LY6C^−^ MHCII^hi^ Mφs (**e**) and MHCII^lo^ Mφs (**h**). One-way ANOVA; test *p < 0.05; **p < 0.01; ns not significant.

In line with our scRNA-seq datasets, we observed a drastic reduction in the percentage of homeostatic CX3CR1^hi^ Mφs upon the induction of muscularis inflammation (Fig. 2c, d). 

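In the single-cell libraries, no cell of the 1553 monocytes/Mφs at 24 h fell into the Cx3cr1+ cluster, which allows a share of up to 0.193%. At 72 h the cluster made up 3.24% (20 of 618 cells, 95% interval 1.99 to 4.95%). Measured as *Cx3cr1* expression of all monocyte/Mφ-like cells, the level was 448 CPM in the naïve, 22.3 CPM in the 24 h and 133 CPM in the 72 h library. *Cx3cr1* is a naming gene of the cluster.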

To determine whether these CX3CR1^hi^ Mφs are replaced by incoming monocyte-derived Mφs, CX3CR1^+^ resident Mφs were mapped by using a tamoxifen-inducible CX3CR1^CreERT2^ strain backcrossed with Rosa26-LSL-YFP mice. By comparing circulating unlabeled blood monocytes with resident YFP^+^ Mφs, we could show that resident Mφs did not diminish in number during muscularis inflammation as quantified by immunofluorescence and flow cytometry (Supplementary Fig. 4c–f). Taken together, these results indicate that CX3CR1^hi^ Mφs were present alongside CX3CR1^lo^ mature Mφs during muscularis inflammation.

### Damage-activated EGCs initiate the recruitment and differentiation of monocytes upon muscularis inflammation

Monocytes originate from progenitors in the bone marrow and rely on local chemokine production such as MCP-1/CCL2 for their recruitment at the site of inflammation^23^. Considering the extensive interaction between CCR2^+^ monocytes and the ENS in the inflamed muscularis^6,11^, we examined the production of the major chemoattractant Ccl2 in the muscularis during the early stage of surgery-induced inflammation. Analysis of isolated enteric ganglia 1.5 h post-injury showed an increased gene expression of *Ccl2* and *Csf1* (Fig. 5a). Moreover, immunofluorescent images showed that CCL2 was specifically produced by GFAP^+^ EGCs (Fig. 5b), leading us to conclude that during the early stages of muscularis inflammation, EGCs likely initiate the recruitment of monocytes via CCL2 to stimulate tissue repair.

**Fig. 5:**
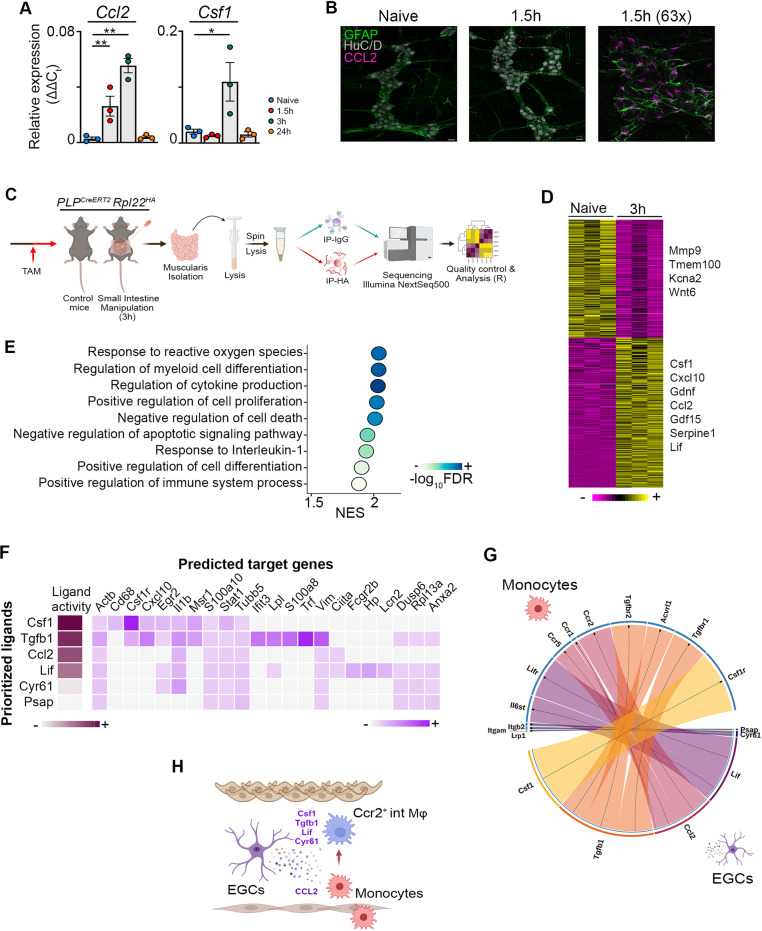
EGCs produce factors essential for the recruitment and differentiation of monocytes during inflammation. **a** Relative mRNA levels for Ccl2 and Csf1 normalized to the housekeeping gene *rpl32* from ganglia isolated from the muscularis of the small intestine from naïve wild-type mice and 1.5 h, 3 h and 24 h after muscularis inflammation. One-way ANOVA; test *p < 0.05; **p < 0.01; ns not significant. **b** Immunofluorescent images of muscularis whole-mount preparations at homeostasis and 1.5 h after the induction of muscularis inflammation stained for GFAP (green), HuC/D (gray) and CCL2 (purple). Scale bar (25x) 25 µm, (63x) 15 µm. **c** Experimental overview of experiments in PLP-CreERT2 Rpl22^HA^ mice. **d** Heatmap of HA-enriched differentially expressed genes between immunoprecipitated samples from naïve PLP-CreERT2 Rpl22^HA^ mice and 3 h after intestinal manipulation. **e** Selected significant GO terms enriched (GSEA) in PLP1^+^ EGCs 3 h post-injury compared to naive PLP1^+^ EGCs. **f** Heat map of ligand-target pairs showing regulatory potential scores between top positively correlated prioritized ligands and their target genes among the differentially expressed genes between Ly6c^+^ monocytes and Ccr2^+^ int Mφs. **g** Circos plot showing top NicheNet ligand-receptor pairs between EGCs and Ly6c^+^ monocytes corresponding to the prioritized ligands in Fig. 5**f**. **h** Schematic overview of interactions between EGCs and infiltrating Ly6c^+^ monocytes.

To further explore the role of EGCs during the early phase of muscularis inflammation, PLP^CreERT2^ Rpl22^HA^ mice were used, which allow immunoprecipitation (IP) of ribosome‐bound mRNAs from PLP1^+^ EGCs to study the transcriptome of EGCs at homeostasis and during early inflammation (3 h post-injury) (Fig. 5c and Supplementary Fig. 5a, b)^24–26^. Unlike pro-inflammatory reactive astrocytes during brain injury^27^, EGCs were activated early after muscularis inflammation and produced increased amounts of factors that are able to promote the differentiation of anti-inflammatory Mφs, such as *Lif, Serpine-1, Gdf15, Gdnf, Cxcl10* and *Csf1* (Fig. 5d and Supplementary Fig. 5c). To explore which pathways are activated in EGCs, gene set enrichment analysis was performed. Positive normalized enrichment scores were identified for response to ROS and cytokines including IL-1, indicating that EGCs are able to sense tissue damage in the muscularis micro-environment to initiate an appropriate immune response (Fig. 5e). These results were further underscored by showing that neurosphere-derived EGCs stimulated with IL1-α and/or IL1-β produced increased amounts of *Ccl2* compared to unstimulated EGCs (Supplementary Fig. 5d). Interestingly, there was also an overrepresentation of genes involved in the regulation of myeloid differentiation during early muscularis inflammation in EGCs (Fig. 5e and Supplementary Fig. 5e). These results suggest that activation of EGCs by cytokines including IL-1 could lead to both the recruitment and differentiation of monocytes during the early stages of muscularis inflammation.

To determine whether EGCs are able to stimulate monocyte differentiation during muscularis inflammation, we analyzed the expression of ligand-receptor pairs based on differentially expressed genes in PLP1^+^ EGCs 3 h post-injury and Ly6c^+^ monocytes undergoing differentiation into Ccr2^+^ int Mφs. Their expression data was combined with prior knowledge of signaling and gene regulatory networks using Nichenet^28^. To identify genes regulated by the identified ligands, putative ligand-gene interactions were scored by NicheNet according to their “regulatory potential” (Fig. 5f). We next assessed whether the expression of the receptors for the putative ligand-receptor interaction were altered when Ly6c^+^ monocytes underwent differentiation into Ccr2^+^ int Mφs (Supplementary Fig. 5f–h). 

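Of these pairs of ligand and receptor only the receptor side was analysed here, as the ratio of cluster 1, which is set beside Ccr2+ int Mφs, over Ly6c+ monocyte-like cells in the 24 h library. *Csf1r* was at 436 CPM in cluster 1 and 372 CPM in Ly6c+ cells, a ratio of 1.17 (95% interval 1.06 to 1.30). *Tgfbr1* had a ratio of 2.16 (1.49 to 3.16), *Tgfbr2* 1.35 (0.973 to 1.87) and *Acvrl1* 0.756 (0.524 to 1.08). *Ccr2* had a ratio of 0.926 (0.870 to 0.986) and *Ccr1* 0.994 (0.863 to 1.14). *Lifr* had a ratio of 1.16 (0.781 to 1.71) and *Il6st* 0.783 (0.427 to 1.41). *Itgam* and *Itgb2* had ratios of 0.869 (0.751 to 1.00) and 0.773 (0.681 to 0.877), and *Lrp1* 1.06 (0.878 to 1.29). Ratios whose interval holds 1 show no difference detectable at this depth. Where the interval leaves out 1, differences between cells are not covered, so ratios near 1 such as that of *Csf1r* stay open.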

By determining a threshold for the receptor expression, we identified the following ligand-receptor interactions between EGCs and differentiating monocytes: *Csf1-Csf1r, Tgfb1-Tgfbr2/Acvrl1/Tgfbr1, Ccl2-Ccr5/Ccr1/Ccr2, Lif-Lifr/Il6st, Cyr61-Itgam/Itgb2, and Psap-Lrp1* (Fig. 5g and Supplementary Fig. 5g). Taken together, damage to the muscularis micro-environment leads to activation of EGCs, that are able to recruit monocytes to the site of inflammation via CCL2 and that produce factors that have the potential to promote anti-inflammatory Mφ differentiation (Fig. 5h).

### EGCs promote the differentiation of monocytes into pro-resolving CD206^±^ Mφs in vitro

To directly assess the functional interaction between EGCs and monocytes, neurosphere-derived EGCs were analyzed by bulk RNAseq. The results revealed high expression of cytokines involved in the induction of anti-inflammatory Mφ differentiation (Supplementary Fig. 6a–c), similar to those observed in vivo in EGCs, including *Lif, Csf1, Tgfb1* and *Ccl2* (Fig. 5d, f). To demonstrate that EGC-derived factors are able to stimulate monocyte differentiation, an ex vivo model was set-up to co-culture bone marrow-derived monocytes with the supernatant of EGCs (Fig. 6a)^29^. Co-culture of bone marrow monocytes with EGC supernatant resulted in an upregulation of several anti-inflammatory markers such as *Arg1, Il10* and *Mrc1*, while pro-inflammatory markers were downregulated, including *Il6* and *Il12* (Fig. 6b). In addition, when bone marrow monocytes were exposed to bacterial components (LPS), a similar anti-inflammatory effect of EGC supernatant on monocytes (EGCs+LPS) was observed compared to LPS alone on monocytes (Supplementary Fig. 6d). Finally, to confirm that muscularis monocytes responded to EGC supernatant in a similar manner as bone marrow monocytes given their different origin, ex vivo experiments were performed on sorted Ly6C^+^ monocytes from the muscularis 24 h post-injury (Fig. 6c). Also in this setting, monocytes acquired an anti-inflammatory phenotype upon co-culture with EGC supernatant with increased expression of *Arg1* and decreased expression of *il12* similar to that seen in bone marrow monocytes (Fig. 6d and Supplementary Fig. 6e). Furthermore, flow cytometric analysis of bone marrow monocytes stimulated with EGC supernatant confirmed the increased expression of CD206 at protein level, while CCR2 expression was reduced, along with increased survival compared to control monocytes (Fig. 6e–h). These results were further underscored by the ability of EGC secreted factors to induce the expression of CD206 on sorted Ly6C^+^ monocytes from the muscularis 24 h post-injury and decrease the expression of CCR2 (Fig. 6i). Taken together, our ex vivo data suggest a direct interaction between EGCs and monocytes that could support the resolution of inflammation.

**Fig. 6:**
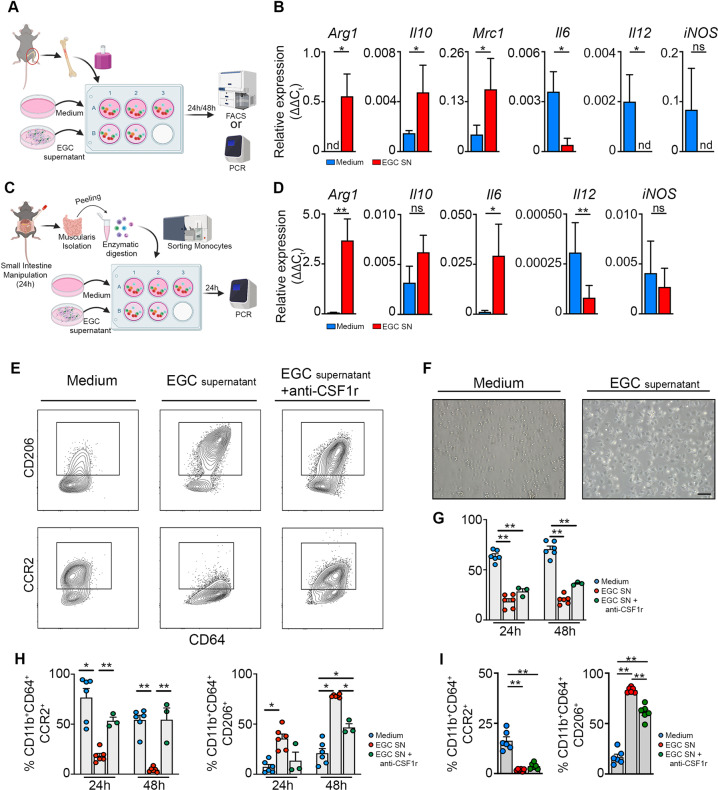
EGCs stimulate the differentiation of monocytes into anti-inflammatory CD206^+^ Mφs in part via CSF-1 in vitro. **a** Experimental outline of in vitro primary bone marrow monocytes stimulated with supernatant of EGCs. **b** Bone marrow-derived monocytes were stimulated for 24 h with/without supernatant of EGCs. Relative mRNA levels for pro- and anti-inflammatory cytokines normalized to the housekeeping gene *rpl32* in bone marrow monocytes cultured with/without EGC supernatant. **c** Experimental outline of in vitro experiment using sorted Ly6C^+^ MHCII^−^ monocytes stimulated with/without EGC supernatant for 24 h. **d** Ly6C^+^ MHCII^−^ monocytes were sorted from the muscularis of WT mice 24 h after the induction of muscularis inflammation and were stimulated for 24 h with/without supernatant of EGCs. Relative mRNA levels of pro- and anti-inflammatory mediators normalized to the housekeeping gene *rpl32* in sorted Ly6C^+^ MHCII^−^ monocytes stimulated with/without EGC supernatant. **e**–**h** Bone marrow monocytes were cultured for 24–48 h with/without EGC supernatant and supplemented with anti-CSF1r antibody. **e** Contour plots of bone marrow monocytes showing expression of CD206 (top) or CCR2 (bottom) upon culture for 48 h with/without EGC supernatant and supplemented with anti-CSF1r antibody. **f** Brightfield images of monocytes upon culture for 24 h with/without EGC supernatant. **g** Quantification of 7-AAD^+^ cells in bone marrow monocytes cultured for 24 h or 48 h with/without EGC supernatant and supplemented with anti-CSF1r antibody. **h** Percentages of CCR2^+^ and CD206^+^ cells in live CD45^+^ CD11b^+^ Ly6G^−^ CD64^+^ population. **i** Ly6C^+^ MHCII^−^ monocytes were sorted from the muscularis of WT mice 24 h after the induction of muscularis inflammation and were cultured with/without EGC supernatant and supplemented with anti-CSF1r antibody for 48 h. Percentages of CCR2^+^ and CD206^+^ cells in live CD45^+^ CD11b^+^ Ly6G^−^ CD64^+^ population. **a**–**d** *T*-test. **g**–**i** one-way ANOVA. *p < 0.05; **p < 0.01.

As cellular interaction analysis by NicheNet identified Csf1-Csf1r as the top candidate for potential ligand-receptor interaction between EGCs and monocytes (Fig. 5f), we next aimed to determine whether EGC-derived CSF1 had the potential to induce anti-inflammatory CD206^+^ Mφs in our ex vivo co-culture model by antibody-mediated CSF1r blockade. Anti-CSF1r treatment in combination with EGC supernatant attenuated the differentiation of both bone marrow and muscularis monocytes into anti-inflammatory Mφs with reduced CD206 expression, while increased CCR2 expression was only observed for bone marrow monocytes compared to cells stimulated with EGC supernatant alone (Fig. 6e–i). No effect was observed on survival, CCR2 and CD206 expression when bone marrow monocytes were treated with anti-CSF1r compared to control monocytes, while stimulation of bone marrow monocytes with CSF-1 increased survival and reduced CCR2 expression with no effect on CD206 expression (Supplementary Fig. 6f–h). These results underscore that CSF-1 together with other factors are crucial for the differentiation of monocytes into anti-inflammatory CD206^+^ Mφs. Altogether, these data provide evidence for a direct interaction between monocytes and EGC-derived ligands ex vivo which stimulate the differentiation into anti-inflammatory CD206^+^ Mφs.

### EGCs are involved in the differentiation of monocytes into CD206^±^ Mφs, which are able to limit damage to EGCs through CSF-1 signaling during muscularis inflammation

In order to definitively determine the contribution of EGCs in the differentiation of monocytes into anti-inflammatory CD206^+^ Mφs, 8-week-old PLP^CreERT2/+^ iDTR (PLP-iDTR) mice were injected with tamoxifen and a small part of the small intestine was exposed to saline or diphteria toxin (DT) at 12 weeks of age following the induction of muscularis inflammation. 72 h post-injury, there was a significant reduction of the volume and intensity of GFAP (Supplementary Fig. 7a, b) as well as in the number of Sox10^+^ EGCs (Supplementary Fig. 7a, c) in the DT treated PLP-iDTR mice compared to the control animals, thereby confirming EGC depletion upon DT administration. While no differences were observed in the percentage and cell numbers of the myeloid populations 72 h after the induction of muscularis inflammation (Fig. 7a and Supplementary Fig. 7d), there was a significant reduction of the MFI of CD206 in Ly6C^−^ MHCII^hi^ Mφs of PLP-iDTR mice treated with DT compared with their control (Fig. 7b, c). These results are in line with our scRNA-seq data, where the highest CD206 expression was observed in the Mφ subpopulation that expresses high levels of MHCII genes. Therefore, we can conclude that EGCs are able to stimulate the differentiation of monocytes into CD206^+^ MHCII^hi^ Mφs in vivo during muscularis inflammation.

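*Mrc1*, which encodes CD206, was at 478 CPM (95% interval 441 to 516) in cluster 3 of the 72 h library, 278 CPM in Cx3cr1+ Mφ-like cells, 191 CPM in cluster 1 and 188 CPM in Timp2+ Mφ-like cells. In the naïve library it was at 435 CPM (95% interval 316 to 584) in cluster 3 and 295 CPM (95% interval 225 to 378) in Cx3cr1+ Mφ-like cells. MHCII expression of cluster 1 over cluster 3 at 72 h was 1.29 (95% interval 1.27 to 1.32). Summed over all 3 libraries it was 0.897.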

**Fig. 7:**
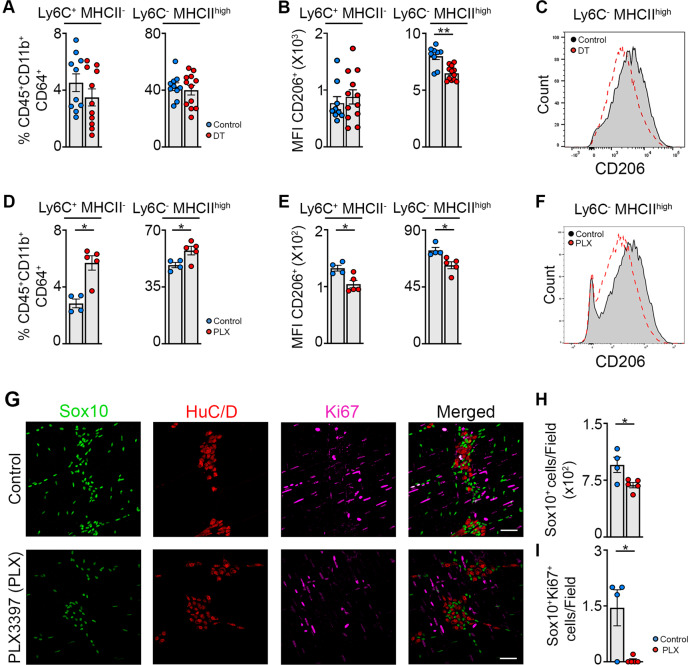
EGCs are crucial for monocyte differentiation into anti-inflammatory CD206^+^ Mφs in part via CSF-1 in vivo. **a**–**c** A small portion of the small intestine of PLP^CreERT2^ iDTR mice was exposed to saline or DT after intestinal manipulation and mice were sacrificed 72 h after the induction of muscularis inflammation. **a** Percentages of Ly6C^+^ MHCII^−^ monocytes and Ly6C^−^ MHCII^hi^ Mφs in live CD45^+^ CD11b^+^ Ly6G^−^ CD64^+^ population. **b** Mean fluorescent intensity (MFI) of CD206 in Ly6C^+^ MHCII^−^ monocytes and Ly6C^−^ MHCII^hi^ Mφs. **c** Histogram of CD206 expression in Ly6C^−^ MHCII^hi^ Mφs in control and DT exposed PLP^CreERT2^ iDTR mice 72 h after muscularis inflammation. **d**–**h** Wild-type mice were gavaged daily with vehicle or PLX-3397 (50 mg/kg) starting from the day of the manipulation and sacrificed 72 h after the induction of muscularis inflammation. **D** Percentages of Ly6C^+^ MHCII^−^ monocytes and Ly6C^−^ MHCII^hi^ Mφs in live CD45^+^ CD11b^+^ Ly6G^−^ CD64^+^ population. **e** Mean fluorescent intensity (MFI) of CD206 in Ly6C^+^ MHCII^−^ monocytes and Ly6C^−^ MHCII^hi^ Mφs. **f** Histogram of CD206 expression in Ly6C^−^ MHCII^hi^ Mφs in control and PLX treated mice 72 h after muscularis inflammation. **g** Immunofluorescent images of muscularis whole-mounts in control and PLX treated mice 72 h after muscularis inflammation stained for SOX10 (green), HuC/D (red) and Ki-67 (purple). Scale bar 25 µm. **h** Quantification of the number of SOX10^+^ cells per field in control and PLX treated mice 72 h after muscularis inflammation (average of 4–5 pictures/mouse). **i** Quantification of the number of Ki-67^+^ SOX10^+^ cells per field in control and PLX treated mice 72 h after muscularis inflammation (*N* = 4–5 pictures/mouse). **a**, **b**; **d**, **e**; **h**, **i**. *T*-test. *p < 0.05; **p < 0.01.

Based on the evidence that EGC-derived CSF-1 is able to stimulate the differentiation of monocytes into CD206^+^ Mφs with an anti-inflammatory phenotype in vitro, we hypothesized that blocking monocyte differentiation towards anti-inflammatory CD206^+^ Mφs in vivo via CSF1R inhibition might have neurodegenerative effects on EGCs. To test this hypothesis, WT mice were treated daily with pexidartinib (PLX-3397), an oral tyrosine kinase inhibitor of CSF1R, from the day of the induction of muscularis inflammation until the sacrifice at 72 h post-injury. Although long-term CSF1R inhibition can lead to Mφ depletion in vivo^30,31^, short-term PLX-3397 treatment did not result in an overall reduction of differentiated Mφs. Rather, we observed an increased percentage and cell number of neutrophils, monocytes and MHCII^hi^ Mφs compared to control treated animals 72 h post-injury (Fig. 7d and Supplementary Fig. 7e, f), showing normal development of the Mφ compartment with increased muscularis inflammation. These results can be explained by a reduced expression of CD206 in both monocytes and MHCII^hi^ Mφs in PLX treated mice compared to control mice (Fig. 7e, f), indicating a more pro-inflammatory phenotype of these myeloid subsets. As anti-inflammatory Mφs are essential to support the neuronal compartment in the muscularis externa^7^, we next sought to evaluate the effect of diminished CD206 expression on MHCII^hi^ Mφs on EGC growth and survival upon PLX treatment. Based on the immunofluorescent quantification of Sox10^+^ and Sox10^+^ Ki-67^+^ EGCs, we could observe that there was a reduction of Sox10^+^ EGCs in the PLX treated mice as compared to the control mice. In addition, in WT mice there was a small subset of EGCs that was Ki-67^+^ 72 h post-injury which was significantly reduced upon PLX treatment (Fig. 7g–i). A similar reduction in the number of Sox10^+^ EGCs was also observed in CCR2^−/−^ mice as compared to WT mice 72 h after the induction of muscularis inflammation (Supplementary Fig. 7h, i). Based on these results, we conclude that EGCs are involved in the differentiation of monocytes into CD206^+^ Mφs in vivo, limiting damage to the EGCs during muscularis inflammation.

## Discussion

Previous studies have shown that monocyte-derived Mφs are essential to resolve inflammation and restore gut motility following muscularis inflammation^11,21^. To date, it remains to be determined which Mφ subpopulations are responsible for tissue recovery following muscularis inflammation and which factors induce the pro-resolving Mφ phenotype. Our work provides a comprehensive overview of the differentiation of incoming monocytes into pro-resolving Mφs during muscularis inflammation, thereby characterizing gene expression dynamics during monocyte-to-Mφ transitions and uncovering transcriptional regulators of different Mφ subpopulations. Furthermore, we have identified a role for EGCs during muscularis injury, which via increased production of the monocyte chemoattractant CCL2 and elevated levels of multiple mediators could be involved in the differentiation of monocytes towards anti-inflammatory Mφs, thereby promoting tissue recovery.

Using time-resolved scRNA-seq of immune cells isolated from the inflamed muscularis, we revealed the heterogeneity and differentiation trajectory of different monocyte and Mφ subpopulations at homeostasis and during early and late inflammation. 

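Besides the named subsets, 3 numbered clusters filled the 24 h library: cluster 2 made up 17.1% (265 of 1553 cells, 95% interval 15.2 to 19.0%) of monocytes/Mφs, cluster 5 16.7% (260 of 1553 cells, 95% interval 14.9 to 18.7%) and cluster 1 16.1% (250 of 1553 cells, 95% interval 14.3 to 18.0%). Cluster 2 was set apart by its low number of UMIs and a share of mitochondrial UMIs with a median of 3.39%, against 2.39% in the other monocytes/Mφs of that library. At 72 h, Fabp5+ Mo/Mφ-like cells made up 0.809% (5 of 618 cells, 95% interval 0.263 to 1.88%) and Arg1+ Mo/Mφ-like cells 3.40% (21 of 618 cells, 95% interval 2.12 to 5.15%).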

During acute muscularis inflammation, Ly6c^+^ monocytes were present along with other transient monocyte and Mφ subpopulations such as Fabp5^+^ and Arg1^+^ Mo/Mφs, showing substantial heterogeneity in monocytic cells during acute inflammation, rather than a single homogenous wave of Ly6c^+^ monocytes. Additionally, we identified Ccr2^+^ int Mφs as a transitional state between Ly6c^+^ monocytes and Cd206^+^ Mφs. These intermediate cells were mainly present near the branching point or in the branch of the trajectory diverging towards Cd206^+^ Mφs and resembled Ly6C^+^ MHCII^+^ immature Mφs characterized by flow cytometry. Furthermore, we identified two main pro-resolving Mφ subpopulations during the resolution of muscularis inflammation characterized by Cd206^+^ MhcII^hi^ and Timp2^+^ MhcII^lo^ gene signatures. Trajectory interference analysis during muscularis inflammation showed that these subpopulations are derived from infiltrating Ly6c^+^ monocytes. In line, scRNA-seq analysis showed that these two myeloid subpopulations are absent from the inflamed muscularis of CCR2 deficient mice, further supporting their monocytic origin. Accordingly, flow cytometric analysis of CX3CR1^GFP/+^ mice during muscularis inflammation showed that CX3CR1^lo^ MHCII^hi^ and CX3CR1^lo^ MHCII^lo^ Mφs are derived from CCR2^+^ monocytes and resemble Cd206^+^ and Timp2^+^ Mφs, respectively. Both phenotypically and functionally, Cd206^+^ MhcII^hi^ Mφs showed high resemblance to homeostatic Cx3cr1^+^ Mφs with a similar gene signature and activity of specific regulons (e.g., *Junb, Irf8)*^32,33^, while Timp2^+^ MhcII^lo^ Mφs displayed a different gene signature and regulon activity (e.g., *Cebpb, Gata6)*^34,35^. In this regard, Cd206^+^ Mφs were shown to have high regulon activity of *Irf8*, a transcription factor involved in the regulation of genes important for antigen-presentation (*Cd86* and *Cd40*) and for lymphoid and myeloid chemotaxis (*Cxcl9, Cxcl10, Ccl4, Ccl8*, and *Ccl12*)^33^. In addition, these cells upregulated genes involved in efferocytosis (*Axl* and *MerTK*) and exhibited high *MhcII* gene expression. These data suggest that CD206^+^ Mφs might respond to apoptotic cells in their vicinity and undergo differentiation into an anti-inflammatory phenotype in response to efferocytosis. On the other hand, Timp2^+^ Mφs have high regulon activity of *Cebpb*, which typically controls the expression of anti-inflammatory genes such as *Msr1, Il10, II13ra*, and *Arg1*. 

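Here too the mRNA of the transcription factors stands in place of regulon activity. *Junb* was at 1079 CPM (95% interval 1024 to 1136) in cluster 3, 843 CPM (95% interval 681 to 1032) in Cx3cr1+ and 847 CPM (95% interval 774 to 924) in Timp2+ Mφ-like cells of the 72 h library. For *Irf8*, Cx3cr1+ over Timp2+ Mφ-like cells gave a ratio of 3.12 (95% interval 1.78 to 5.36) and Cx3cr1+ cells over cluster 3 a ratio of 1.09 (95% interval 0.678 to 1.67) in that library. For *Cebpb*, cluster 3 over Timp2+ Mφ-like cells gave 0.456 (95% interval 0.421 to 0.495).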

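In the 72 h library, *Cd86* in cluster 3 over Timp2+ Mφ-like cells had a ratio of 2.99 (95% interval 1.79 to 5.31) and *Cd40* of 0.510 (95% interval 0.292 to 0.898). The ratio was 1.90 (1.56 to 2.33) for *Ccl4*, 2.74 (2.31 to 3.26) for *Ccl8*, 10.5 (7.64 to 14.9) for *Ccl12* and 4.87 (1.53 to 24.8) for *Cxcl10*. *Cxcl9* had 0 UMIs in cluster 3 and 0 in Timp2+ Mφ-like cells.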

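At 72 h, *Axl* was at 143 CPM (95% interval 123 to 165) in cluster 3, 98.2 CPM (95% interval 74.6 to 127) in Timp2+ and 422 CPM (95% interval 309.8 to 561) in Cx3cr1+ Mφ-like cells. *Mertk* was at 61.4 CPM (95% interval 48.8 to 76.2), 38.9 CPM (95% interval 24.7 to 58.4) and 17.9 CPM (95% interval 2.17 to 64.8) in the same order.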

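In Timp2+ Mφ-like cells of the 72 h library, *Msr1* was at 227 CPM (95% interval 190.1 to 269) and *Arg1* at 1001 CPM (95% interval 922 to 1085), against 109 and 181 CPM in cluster 3. *Il13ra1* was at 15.2 CPM (95% interval 6.97 to 28.9) in Timp2+ Mφ-like cells and 29.2 CPM (95% interval 20.8 to 39.9) in cluster 3. *Il10* had 1 UMI in each of these groups, too few to compare them.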

Further studies on small and large peritoneal Mφs could be instrumental in understanding Mφ biology during muscularis inflammation, as these cells resemble Cd206^+^ and Timp2^+^ Mφs respectively, based on gene expression and regulon activity^36,37^. Furthermore, we also found other subpopulations that were characterized by highly specific gene signatures and regulon activities, such as Fabp5^+^ Mφs with enhanced *Nr1h3 (LXRα)* and *Pparγ* regulon activity, which may be involved in iron handling (*Flt1, Fth1, Hmox1*) and detoxification (*Mt1, Akr1a1, Prdx1, Cd36*). 

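In Fabp5+ Mo/Mφ-like cells of the 24 h library, *Nr1h3* was at 46.7 CPM (95% interval 39.2 to 55.3) and *Pparg* at 34.0 CPM (95% interval 27.7 to 41.4), as mRNA and not as regulon activity. Relative to Ly6c+ monocyte-like cells of that library these were ratios of 2.71 (95% interval 1.85 to 4.07) and 1.46 (1.02 to 2.11). The ratio was 1.74 (1.70 to 1.77) for *Fth1*, 2.47 (2.13 to 2.86) for *Hmox1*, 2.37 (2.17 to 2.58) for *Mt1*, 1.33 (1.25 to 1.42) for *Akr1a1*, 1.33 (1.26 to 1.40) for *Prdx1* and 7.41 (5.66 to 9.87) for *Cd36*. Some of these genes were higher still elsewhere in the library: *Fth1*, *Prdx1* and *Cd36* were at 23325, 2080.1 and 306 CPM in Arg1+ Mo/Mφ-like cells, against 14219, 1322 and 218 CPM in Fabp5+ cells, and *Nr1h3* was at 72.6 CPM in cluster 5. The ratio of *Flt1* over Ly6c+ monocyte-like cells was 0.118 (0.0296 to 0.344). *Ftl1*, which encodes ferritin light chain, was at 29288 CPM.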

Further studies will be essential to unravel the functional roles of these different Mφ subsets during muscularis inflammation by defining their precise tissue localization and assessing their contribution to the pathophysiological response during local tissue damage.

The muscularis micro-environment has been shown to be highly regulated by a network of enteric neurons and EGCs constituting the ENS. Here, Mφs play an essential role to support neuronal function via the secretion of BMP-2^1,6^, while neurons in turn produce CSF1, vital for Mφ maintenance^6^. In the current study and in line with Grubisic et al., we have shown that CSF1 can also be produced by EGCs^19^. This close neuro-immune interaction between the ENS and Mφs at homeostasis and during disease resembles the one found in other neuronal tissue niches. For instance, in the central nervous system, there is extensive crosstalk between astrocytes and microglia, critical for brain homeostasis^38^. Upon brain injury, microglia are the first cells to be recruited to the site of damage to phagocytose dead cells and debris^39^, similar to what is observed during muscularis inflammation^11,21^. Concurrently, reactive astrocytes are activated to release pro-inflammatory mediators that affect microglia and can recruit different leukocytes. Subsequently, astrocytes increase their expression of GFAP and undergo morphological changes leading to the formation of glial scars^40^. A recent report by Liddelow et al. proposed astrocyte polarization into A1 and A2 states as a response to various stimuli^27^. In line with our findings, they showed that IL-1β and IL-1α induce the expression of most pan-reactive marker genes and the A2 marker genes along with a minority of A1 markers including Gfap. Similarly, we have shown a comparable process taking place at the level of the ENS, in which EGCs are activated during the early stages of intestinal inflammation by damage to the micro-environment. In line with previous work from Stoffels et al.  ^41^, our GSEA analysis confirmed that early activation of EGCs during muscularis inflammation is dependent upon IL-1 cytokines. Furthermore, these damage-activated EGCs closely interact with Mφs in the muscularis and act as safeguards of the micro-environment by initiating an inflammatory response via CCL2 to protect the tissue from further damage. As opposed to the detrimental effects of astrocytes in brain injury, EGCs induce monocyte differentiation towards anti-inflammatory CD206^+^ Mφs by the production of cytokines and growth factors, including CSF1. This process seems to be crucial for the resolution of ENS damage, as Mφs are able to stimulate EGC proliferation in vitro and depletion of EGCs in vivo leads to reduced expression of CD206 in MHCII^hi^ Mφs. Recently, it was also shown that during experimental autoimmune encephalomyelitis, astrocytes provide soluble signals to pro-inflammatory Mφs to induce an anti-inflammatory phenotype^42^. In line, blocking CSF1-CSF1R signaling (using an oral CSF1R inhibitor, PLX-3397) increased monocyte and neutrophil infiltration in the muscularis during the recovery of muscularis inflammation, and reduced CD206 expression in MHCII^hi^ Mφs associated with reduced number of EGCs as well as EGC proliferation. Overall, EGC-derived CSF1 represents a potent signal to initiate anti-inflammatory Mφ differentiation essential for tissue recovery and for avoiding excessive injury to the ENS during muscularis inflammation.

Overall, these insights may pave the way to novel therapeutic approaches aiming to prevent complications related to alterations of the ENS and reduced GI motility in patients affected by intestinal inflammatory disorders. Our findings on the impact of anti-inflammatory signals from EGCs on myeloid cells could be extrapolated beyond the context of the intestinal inflammation and may be expanded to several other acute and chronic inflammatory conditions and autoimmune diseases.

## Material & methods

### Mouse Model

Twelve week old female wild-type (WT; C57BL/6 J), CCR2 knockout (CCR2^−/−^)^43^, Cx3cr1^GFP/+ ^^44^, Cx3cr1^CreERT2 ^^45^, Rosa26-LSL-YFP^46^, PLP^CreERT2 ^^47^, Rpl22^HA ^^24^, PLP^CreERT2 ^^47^, iDTR^48^ and their littermate controls were used. All lines were bred and maintained at the KU Leuven animal facility on a 12:12-h light-dark cycle and had *ad libitum* access to tap water and commercially available chow (ssniff^®^ R/M-H, ssniff Spezialdiäten GmbH). All experimental procedures were approved by the Animal Care and Animal Experiments Ethical Committee of KU Leuven.

### Experimental model of small intestinal inflammation

An established model of intestinal manipulation was used to induce small intestinal muscularis inflammation as previously reported^49^. In brief, animals were anesthetized by intraperitoneal injection of ketamine (Ketalar 100 mg/kg; Pfizer) and xylazine (Rompun 10 mg/kg; Bayer). After a midline laparotomy, the cecum and the small intestine were carefully externalized avoiding the pancreas and the ileocecal valve and stretching of the colon or the stomach. Next, the entire length of the exteriorized small intestine was manipulated three times back and forth using a purpose-designed device that enables the application of a constant pressure to the intestine by a cotton swab applicator attached to its end.

### Statistical analysis

Results are shown as mean ± standard error of the mean (SEM). Significance between two mean groups was determined by an unpaired two-tailed Student’s *t*-test or a non-parametric Mann–Whitney test, while one-way analysis of variance (one-way ANOVA) followed by Dunnett’s Multiple comparison test was performed to compare the mean of multiple groups. GraphPad Prism V.9.1.0 software (GraphPad Inc) was used to generate graphs and to perform statistical analysis.

## Supplementary information

Supplementary Information

## Data Availability

Single cell RNA sequencing and bulk RNA sequencing data generated for this study are available through Gene Expression Omnibus with accession number GSE167465.

How the deposited data were processed for this re-analysis (not part of the article)

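Single-cell RNA sequencing was performed on sorted CD45+ cells from the small intestinal muscularis of WT mice in 3 libraries: naïve, 24 h and 72 h after intestinal manipulation. Each library was pooled from 3 to 4 mice. Per the labels, the authors prepared them with the 10x Genomics 3' kit, aligned the reads to GRCm38/mm10 and counted UMIs with Cell Ranger 3.0.2, and removed cells with fewer than 200 genes or more than 10% mitochondrial UMIs. The deposited values are these UMI counts per gene and cell, not normalized. They were whole numbers, and all 3 libraries listed the same genes. The cells together numbered the same as the paper clustered, with at least 261 genes and at most 9.91% mitochondrial UMIs each, so no further cell filter was applied. Total UMIs were 1865221 in the naïve library, 10542346 at 24 h and 5246731 at 72 h.
Cells were log-normalized, clustered and clustered again within monocytes/Mφs with Seurat 5.3.0 in R 4.3.3, with 2000 variable genes, 30 principal components for all cells and 20 for monocytes/Mφs, 20 neighbours, Louvain clustering at resolution 0.8 and random seed 0. All cells of the 3 libraries were clustered together without a correction between libraries, because a correction could not be told apart from removing the effect of time. Tables were summed and compared with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, nearest neighbours were found with scikit-learn 1.9.0, doublet scores came from the Scrublet method in scanpy 1.11.5, and figures were drawn with matplotlib 3.10.9.
The comparisons, the marker genes of each class and subset, the genes to report and most alternatives were fixed before the data were examined. The genes reported are most of those the text names for these samples and, for the comparison of all genes between libraries within cluster 3, the 5 with the largest and the 5 with the smallest ratio of CPM among genes with at least 100 CPM in either library and at least 10 UMIs in both. The 107 genes the text names were left out of the variable genes. Clusters were named when at least 3 markers were detected in at least 10% of their cells and were at least 2-fold above the other cells, with a pseudocount of 10 CPM. Clusters not named otherwise in a first round were scored against the cells already named. This scoring rule was written after the clusters of all cells had been seen and before those of monocytes/Mφs, and its part on leading genes was revised 1 time after the alternatives had been seen, which left the names in the main setting unchanged. A cluster with enough markers could still stay unnamed where its leading genes spoke against the name. This was so for cluster 7, which had 3 of 4 neutrophil markers at 2-fold. It also stayed unnamed where its UMIs were low for its libraries and none of its markers was among its 10 leading genes. A cluster left unnamed is given by its number.
Expression is the CPM of the summed UMIs of a group, with an exact Poisson interval. Shares of cells carry an exact Clopper-Pearson interval and ratios of CPM an exact conditional Poisson interval, each at a confidence level of 95%. A share of 0 is given with the limit that 3 counts of the total allow. Groups with fewer than 20 cells in a library were not compared. There is 1 library per time point, so no test between time points was run and no gene was called changed. The similarity of subsets was taken as Spearman's correlation of summed profiles across genes with at least 50 CPM in a subset, and as the subsets of the 20 nearest neighbours of each cell. The intervals of ratios were tested on simulated data, in which 183 of 1184 genes of cluster 3 were changed 4-fold between the naïve and 72 h cells. 95.8% of the intervals held the true ratio, and the median of the ratio over the true ratio was 0.967.
Doublets were kept in the main setting. Scrublet with its automatic threshold called 11 doublets over the 3 libraries at random seed 0, of which 0 were in the 24 h library, and between 9 and 16 over 10 seeds. The alternatives were a filter of at least 500 genes and at most 5% mitochondrial UMIs, removal of the Scrublet calls, resolutions of 0.5 and 1.2, 15 and 10 principal components, 3000 variable genes, the reported genes kept among the variable genes, another random seed, cells thinned to 1500 UMIs, the mean over cells of each cell's CPM, CPM summed over all 3 libraries, and unnamed clusters left out of the total. Removal of the 54 cells with the highest doublet scores, as many as a rate of 0.8% per 1000 cells gives, looser cut-offs for naming and shares with unnamed clusters counted under the class they match best were added after the data were seen.
Pseudotime, regulon activity, ligand activity and annotation by a reference were not computed here, as Monocle-2, SCENIC, NicheNet and the Immgen reference were not used here. The CCR2-/- libraries, the sequencing of EGCs and the flow cytometry were not analysed here.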

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

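Removal of the highest doublet scores, the looser cut-offs for naming and the counting of unnamed clusters under the class they match best were chosen after the data were seen. No paired analysis was possible because each time point has a single library, and no replicate could be left out for the same reason. A value counts as moved where it left the 95% interval of its value in the main setting, and a correlation where it changed by more than 0.05. Of the values that answer a comparison, recomputed under each alternative, 99 stayed within that interval, 51 moved and 1 changed direction. The shares of B cell-like and T cell-like cells in the naïve library and the share of cluster 7 at 72 h stayed within it under every alternative that gave a value. Under the stricter filter cluster 7 was named neutrophil-like and gave none, and there the neutrophil-like share at 72 h was 21.5%, above that at 24 h, which is the opposite of the main setting. Of the other shares and correlations, 322 stayed within these limits and 65 moved.
The values that moved are these. Where no cause is given, the cause was not tested. Under the stricter cell filter, the monocyte/Mφ share at 24 h was 79.4%, the neutrophil share at 24 h was 8.83% and the Timp2+ share at 72 h was 13.7%, and the MHCII ratios were, of cluster 3 over Timp2+ at 72 h, 4.74 and cluster 1 over Ly6c+ at 24 h, 3.34. With Scrublet calls removed, the MHCII ratios were, of cluster 1 over Ly6c+ at 24 h, 3.40 and cluster 1 over cluster 3 at 72 h, 1.40. At resolution 0.5, the naïve Cx3cr1+ share was 34.3%, and the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 2.32, cluster 3 over Timp2+ at 72 h, 4.04 and cluster 1 over cluster 3 at 72 h, 1.43. At resolution 1.2, the monocyte/Mφ share at 24 h was 74.4%, the neutrophil share at 24 h was 13.4%, the Fabp5+ share at 24 h was 12.9%, the Ly6c+ share at 24 h was 20.5% and the share of cluster 3 at 72 h was 37.0%, and the MHCII ratios were, of cluster 3 over Timp2+ at 72 h, 3.41, cluster 1 over Ly6c+ at 24 h, 4.28 and cluster 1 over cluster 3 at 72 h, 1.71. With fewer principal components, the naïve Cx3cr1+ share was 35.6% and the Ly6c+ share at 24 h was 26.7%, and the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 2.53, cluster 1 over Ly6c+ at 24 h, 3.21 and cluster 1 over cluster 3 at 72 h, 1.76. With 3000 variable genes, the neutrophil share at 24 h was 16.3%, and the MHCII ratios were, of cluster 3 over Timp2+ at 72 h, 4.28 and cluster 1 over Ly6c+ at 24 h, 3.19. With the reported genes kept among the variable genes, the neutrophil share at 24 h was 16.3% and the Ly6c+ share at 24 h was 21.0%, and the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 3.56, cluster 1 over Ly6c+ at 24 h, 5.07 and cluster 1 over cluster 3 at 72 h, 1.64. With the highest doublet scores removed, the neutrophil share at 24 h was 15.9%, and the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 4.11, cluster 1 over Ly6c+ at 24 h, 3.61 and cluster 1 over cluster 3 at 72 h, 1.33. With cells thinned to 1500 UMIs, the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 3.37, Cx3cr1+ over cluster 3 at 72 h, 1.99, Cx3cr1+ over Timp2+ at 72 h, 6.70, cluster 3 over Timp2+ at 72 h, 3.36, cluster 1 over Ly6c+ at 24 h, 3.34 and cluster 1 over cluster 3 at 72 h, 1.33. As the mean over cells, the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 3.11, Cx3cr1+ over cluster 3 at 72 h, 2.00, Cx3cr1+ over Timp2+ at 72 h, 7.51, cluster 1 over Ly6c+ at 24 h, 3.27 and cluster 1 over cluster 3 at 72 h, 1.34. Summed over all 3 libraries, the MHCII ratios were, of Cx3cr1+ over cluster 3 in the naïve library, 2.85, Cx3cr1+ over cluster 3 at 72 h, 2.85, Cx3cr1+ over Timp2+ at 72 h, 10.8, cluster 1 over Ly6c+ at 24 h, 3.52 and cluster 1 over cluster 3 at 72 h, 0.897. At resolution 1.2, with 3000 variable genes, with the reported genes kept and with the highest doublet scores removed, the neutrophil share at 24 h fell because a cluster with low UMIs that matched neutrophils best stayed unnamed. Counted with it, the share was within the interval of the main setting: 17.9%, 18.5%, 18.5% and 18.1% in this order. The stricter filter removed 244 of the 396 neutrophil-like and 75 of the 1553 monocyte/Mφ-like cells of the 24 h library, which lowered the share of the former and raised that of the latter. At resolution 1.2 the monocyte/Mφ share at 24 h rose because 90 cells that were DC-like in the main setting joined it, and the Fabp5+ share fell because a cluster that matched Fabp5+ best stayed unnamed. Counted with it, the Fabp5+ share was 24.7%. Scrublet calls at seed 0 removed no cell of the 24 h library, so the values at 24 h under that setting are no check on doublets there. Cx3cr1+ cells stayed above cluster 3 and Timp2+ cells, cluster 3 above Timp2+ cells, and cluster 1 above Ly6c+ monocyte-like cells in MHCII expression under every alternative that gave a value. Cluster 1 stayed above cluster 3 except in the sum over libraries. That sum adds the cells of the 24 h library, in which cluster 1 had 13202 CPM of MHCII genes against 23908 CPM at 72 h. Whether Fabp5+ or Ly6c+ cells were more numerous at 24 h depended on the setting, with Ly6c+ cells ahead with fewer principal components and, by the naming rule alone, at resolution 1.2. With fewer principal components this order rested on a Ly6c+ cluster of 46 cells led by *Mgst1* and *Gsr*. The cluster led by *Cxcl10* and *Ifit3* held 369 cells, against 389 Fabp5+ cells.
With the reported genes kept, the DC-like share at 72 h was 11.0% once an unnamed cluster that matched DCs best was counted. As named, it ranged from 1.05 to 13.7%. The correlations of Cx3cr1+ cells with cluster 3 stayed between 0.802 and 0.834, and those with Timp2+ cells between 0.617 and 0.668. Of 18297 CPM values of the named genes, recomputed under the alternatives, 86.2% stayed within their interval and 1187 moved by more than 1.5-fold. The fewest stayed with cells thinned to 1500 UMIs (68.8%), where 136 naïve, 485 24 h and 306 72 h cells were left out, and in the sum over libraries (76.7%).
With a marker counted at 1.5-fold, 6 subsets were named, with clusters 1 and 10 as Ccr2+ int Mφs, and 914 cells stayed unnamed. With a marker counted at any fold above the other cells, 7 were named, with clusters 2, 3 and 5 as Cd206+ Mφs, and 51 cells stayed unnamed, against 1318 in the main setting. Depth limits the comparisons in the naïve library most, where 652 cells and 143 monocytes/Mφs stand behind the shares and Cx3cr1+ cells and cluster 3 alone had at least 20 cells. It also limits genes with few UMIs such as *Il10*, *Gata6* and *Flt1*.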

Differences from the paper's values

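The values below were read by eye from the bars of the paper's figures, where small bars are read coarsely, and were set beside the shares found here under other clusters and names. A share counts as different from the paper's where the larger of them is more than 1.5 times the smaller. The alternatives named are those set before the data were examined.
Among all cells, the paper's share of B cells at 72 h is about 4% in Fig. 1e, read by eye, against 6.86% of 1239 cells here. The value was within 1.5 times of the paper's at resolution 0.5 (3.95%) and with 3000 variable genes (3.95%), and not under the 6 other alternatives. The paper's share of DCs is about 4% in Fig. 1e, read by eye, in the naïve muscularis, against 2.45% of 652 cells here, and was within 1.5 times at resolution 0.5 (3.99%) and with 3000 variable genes (3.99%) and not under the 6 others. At 72 h it is about 13% in Fig. 1e, read by eye, against 7.10% here, and was within 1.5 times under the stricter cell filter (12.7%), at resolution 0.5 (13.7%), with fewer principal components (9.93%) and with 3000 variable genes (13.6%), and not under the 4 others. With the reported genes kept and an unnamed cluster that matched DCs best counted, a choice made after the values were seen, it was 3.07% in the naïve library and 11.0% at 72 h, both within 1.5 times. The paper's share of eosinophils at 24 h is about 1% in Fig. 1e, read by eye, against 1.90% of 2211 cells for cluster 7 here. It was within 1.5 times with 3000 variable genes (1.36%) and with the reported genes kept (1.31%), and not under the 5 others that gave a value. Under the stricter filter no cluster could be set beside eosinophils.
Among monocytes/Mφs, the paper's share of Cx3cr1+ Mφs at 24 h is about 1% in Fig. 2d, read by eye, against 0% of 1553 cells here, and no alternative came within 1.5 times of it. The share of Fabp5+ Mo/Mφs is about 3% in the naïve muscularis, about 42% at 24 h and about 4% at 72 h in Fig. 2d, read by eye. Here it was 0.699% of 143 cells, 25.9% of 1553 cells and 0.809% of 618 cells, and no alternative came within 1.5 times of any of the 3 values. The share of Ly6c+ monocytes is about 5% in the naïve muscularis and about 7% at 72 h in Fig. 2d, read by eye, against 0.699% and 0.485% here. In the naïve library it was within 1.5 times with fewer principal components (3.42%) and with the reported genes kept (3.57%), and not under the 6 others. At 72 h it was within 1.5 times at resolution 1.2 (4.71%), with fewer principal components (5.13%) and with the reported genes kept (4.69%), and not under the 5 others. At resolution 1.2, 29 of the 32 cells lay in a Ly6c+ cluster led by *Mgst1*, *Gsr* and *Gm9733*. With fewer principal components 27 of the 30 did. These genes were among those leading cluster 1 in the main setting. The cluster led by *Cxcl10* and *Ifit3* kept 3 cells under both settings. With the reported genes kept, all 27 cells lay in the cluster led by *Cxcl10* and *Ly6c2*. The share of Arg1+ Mo/Mφs is about 4% in the naïve muscularis, about 22% at 24 h and about 9% at 72 h in Fig. 2d, read by eye. Here it was 0, 3.61% and 3.40%, and none of the 6 alternatives that gave an Arg1+ cluster came within 1.5 times. The stricter filter and resolution 0.5 gave none by the naming rule. In both, the counterpart of cluster 5 matched Arg1+ best, with 2 of 5 markers at 2-fold, and stayed unnamed. It made up 19.7% and 19.6% of monocytes/Mφs at 24 h. Counted as Arg1+, a choice made after the values were seen, these are within 1.5 times of the paper's 22%. The difference at 24 h thus depends on the naming of this cluster.
Several statements on subsets and genes also differ. The paper distinguishes 7 monocyte/Mφ subsets, of which 5 were named here among 11 clusters. Rules with a marker counted at 1.5-fold and at any fold, tried after the data were seen, named 6 and 7. Of the alternatives set before, resolution 1.2 named 6, with a Ccr2+ int cluster of 170 cells of which 163 were DC-like and 2 in cluster 1 in the main setting. The stricter filter and resolution 0.5 named 4, and the others 5. The paper states that Ly6c+ monocytes predominate in the acute phase, while Fabp5+ cells were more numerous here, apart from fewer principal components and resolution 1.2, where a cluster that matched Fabp5+ best stayed unnamed. Counted with it, a choice made after the values were seen, Fabp5+ cells were ahead at resolution 1.2 as well. With fewer principal components the lead of Ly6c+ cells rested on a cluster of 46 cells led by *Mgst1* and *Gsr*. The paper's figure has the same order as here, with Fabp5+ cells at about 42% and Ly6c+ cells at about 25% in Fig. 2d, read by eye. The paper states that *Hp* marks Ly6c+ monocytes, and *Hp* was at 566 CPM in these and 734 CPM in Arg1+ cells, while *Plac8* and *Chil3* were highest in Ly6c+ cells. At resolution 1.2 and with fewer principal components, *Hp* was among the leading genes of the Ly6c+ cluster led by *Mgst1* and *Gsr*. The order of *Hp* may therefore depend on where the Ly6c+ cluster is drawn. Of the genes given for Fabp5+ Mo/Mφs, *Lgals1* and *Ccl7* were highest in these among the groups of the 24 h library, but *Flt1* was at 1.37 CPM and at 11.7 CPM in Ly6c+ cells. *Ftl1*, a similar symbol that stands for ferritin light chain, was at 29288 CPM in Fabp5+ cells, and whether the paper means this gene is not settled. *Ccl9*, given for Arg1+ Mo/Mφs, was highest in cluster 5, at 6447 CPM against 4704 CPM. The paper describes the MHCII expression of Cd206+ Mφs as similar to that of homeostatic Cx3cr1+ Mφs. Cluster 3, which is set beside Cd206+ Mφs here, was lower at 72 h by a ratio of 1.92 and in the naïve library by a ratio of 3.88. The paper places *Cd40* among the genes that *Irf8*, whose regulon it finds active in Cd206+ Mφs, regulates. Here *Cd40* was lower in cluster 3 than in Timp2+ cells, with a ratio of 0.510, while *Cd86*, *Cxcl10*, *Ccl4*, *Ccl8* and *Ccl12* were higher. The paper's text states no level of *Cd40* in Cd206+ Mφs, so this ratio does not contradict it. The paper places Fabp5+ Mo/Mφs on the branch of Timp2+ Mφs, while their profile correlated more with cluster 3 (0.832) than with Timp2+ cells (0.779). Their highest correlation was with cluster 5 (0.9355), which was also the group closest to Timp2+ cells (0.861). The correlations therefore do not settle the branch, and pseudotime was not computed here.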

Other observations

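The tests of the 4 neutrophil markers in cluster 7 and of *Csf1* as free RNA were chosen after the result was seen. The others were written before the value they measure was looked at, although each was prompted by a pattern in these data.
Cluster 9 of the monocytes/Mφs, with 51 cells, was led by *Cd79a*, *Ebf1* and *Igkc*. Its cells ranked at a median percentile of 91.5 by Scrublet score, and their median UMIs were above those of the other monocytes/Mφs in each library (4958 against 3152 in the naïve, 6927 against 5910 in the 24 h and 8242 against 5306 in the 72 h library). Both are consistent with droplets that hold a B cell and a monocyte or Mφ. The cells were kept in the totals.
Cluster 2 held 265 cells of the 24 h library with a median of 2164 UMIs, against 6535.5 in the other monocytes/Mφs of that library. The median share of mitochondrial UMIs was 1.42 times that of the other cells, short of the 1.5 times set for damaged cells. The authors' limit on mitochondrial UMIs would have removed the most damaged cells, so damage may be part of the pattern, and a state with little RNA cannot be told apart from it.
Cluster 7, which filled 16.8% of the 72 h library, may hold eosinophils or neutrophils with little RNA. At 72 h, *S100a8* was 3.17 times and *Retnlg* 133 times as high in neutrophil-like cells as in the cluster, and a ratio of at least 5 for both had been set as the sign of another type. *Csf3r*, *G0s2* and *Il1r2*, the other neutrophil markers, had ratios of 1.63, 1.31 and 1.07, and the median over the 4 was 1.47. *Siglecf* was at 381 CPM in the cluster and 72.7 CPM in neutrophil-like cells. With 2 of 5 eosinophil markers measured, the identities cannot be told apart here. The paper names eosinophils with the same gene.
Among all genes, cluster 3 differed most between the 72 h and naïve libraries in *Rpl9*, *Gm11808*, *Arpc4*, *Qk* and *Gm2000*, with ratios of 3.38, 2.42, 2.31, 2.14 and 2.14, and in *Igkc*, *Mmp9*, *Psmd7*, *D10Jhu81e* and *Snx1*, with ratios of 0.175, 0.223, 0.319, 0.331 and 0.333. In T cell-like and B cell-like cells these genes moved the same way in 16 of 18 comparisons (88.9%). This fell short of the agreement set beforehand as the sign of a shift of the whole library, so such a shift stays open. Direction alone was counted, and some ratios were near 1, such as 1.13 for *Qk* in T cell-like cells. A part of free RNA, for instance of *Igkc* from B cells, was not tested. As the genes were picked for their change and time point and library coincide, a response of cluster 3 to the injury cannot be told apart from a shift of the library.
In 4 of the 4 monocyte/Mφ clusters with at least 20 cells at both 24 h and 72 h, MHCII expression was higher at 72 h. It rose from 2537 to 9225 CPM in Arg1+ cells, from 13202 to 23908 CPM in cluster 1, from 3969.8 to 16314 CPM in cluster 2 and from 1448 to 8506 CPM in cluster 5. Free RNA would raise neutrophil-like cells as well, which went from 981 to 1672 CPM. That rise was 0.103 times the smallest rise among the 4 clusters, which argues against free RNA as the main cause. MHCII expression was also higher at 72 h in T cell-like (642 and 1128 CPM), B cell-like (12377 and 16244 CPM) and DC-like cells (25655 and 30763 CPM). The ratio of 72 h over 24 h was 1.71 in neutrophil-like, 1.76 in T cell-like, 1.31 in B cell-like and 1.199 in DC-like cells, 1.81 in cluster 1 and larger in the other 3 clusters (3.64 to 5.87). A shift of the library was not tested. The low ratio in DC-like cells, which had the highest MHCII expression of these classes, goes against a shift of one size in all cells, and a part of it stays open. The rises in the clusters had been seen when this test was written, those in neutrophil-like cells had not. A change of the cells with time may contribute, and which cells each cluster took from the libraries was not tested.
*Csf1* and *Ccl2*, which the paper traces to EGCs, also had UMIs in CD45+ cells. *Csf1* was at 414 CPM (95% interval 332 to 509) in cluster 7 at 72 h, which gave 63.6% of the *Csf1* UMIs of that library, at 189 CPM in neutrophil-like cells and at 5.74 CPM in monocytes/Mφs. At 24 h it was at 340.4 CPM in neutrophil-like cells. The ratio of cluster 7 over monocytes/Mφs at 72 h was 72.0 (95% interval 43.5 to 125), which argues against free RNA as its source. *Ccl2* was at 221 CPM in monocytes/Mφs of the naïve library, 1219.5 CPM at 24 h and 343 CPM at 72 h, and at 24 h these cells gave 98.1% of the *Ccl2* UMIs. EGCs were not among the sorted CD45+ cells, so their share was not measured.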
